# Lactation undernutrition leads to multigenerational molecular programming of hypothalamic gene networks controlling reproduction

**DOI:** 10.1186/s12864-016-2615-4

**Published:** 2016-05-04

**Authors:** Monika M. Kaczmarek, Tamra Mendoza, Leslie P. Kozak

**Keywords:** Hypothalamus, Kisspeptin, Leptin, Reproductive performance, Multigenerational programming

## Abstract

**Background:**

Reproductive success is dependent on development of hypothalamic circuits involving many hormonal systems working in concert to regulate gonadal function and sexual behavior. The timing of pubertal initiation and progression in mammals is likely influenced by the nutritional and metabolic state, leading us to the hypothesis that transient malnutrition experienced at critical times during development may perturb pubertal progression through successive generations. To test this hypothesis we have utilized a mouse model of undernutrition during suckling by exposing lactating mothers to undernutrition.

**Results:**

Using a combination of transcriptomic and biological approaches, we demonstrate that molecular programming of hypothalamus may perturb gender specific phenotypes across generations that are dependent on the nutritional environment of the lactation period. Lactation undernutrition in first (F1) generation offspring affected body composition, reproductive performance parameters and influenced the expression of genes responsible for hypothalamic neural circuits controlling reproductive function of both sexes. Strikingly, F2 offspring showed phenotypes similar to F1 progeny; however, they were sex and parental nutritional history specific. Here, we showed that deregulated expression of genes involved in kisspeptin signaling within the hypothalamus is strongly associated with a delay in the attainment of puberty in F1 and F2 male and female offspring.

**Conclusion:**

The early developmental plasticity of hypothalamus when challenged with undernutrition during postnatal development not only leads to altered expression of genes controlling hypothalamic neural circuits, altered body composition, delayed puberty and disturbed reproductive performance in F1 progeny, but also affects F2 offspring, depending on parental malnutrition history and in sexually dimorphic manner.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s12864-016-2615-4) contains supplementary material, which is available to authorized users.

## Background

Reproduction is an indispensable function for the preservation of the species and thus is under the control of a complex network of regulatory signals. While different reproductive strategies have been developed during evolution, in mammals and other species the regulatory factors mainly originate and/or integrate at the hypothalamic-pituitary-gonadal (HPG) axis. In general, the function of this neuro-hormonal axis relies primarily on the dynamic interaction of three major groups of signals arising from: 1) the hypothalamus, where a small population of scattered neurons synthesize and release gonadotropin-releasing hormone (GnRH); 2) the anterior pituitary, where gonadotropes secrete the gonadotropins - luteinizing hormone (LH), and follicle-stimulating hormone (FSH); and finally 3) the gonads that, in addition to producing gametes, are responsible for the synthesis and release of sex steroid and peptide hormones [1, 2].

Besides its dynamic regulation in adulthood (e.g. cyclical changes in menstrual/estrous cycle), the HPG axis undergoes significant maturation and functional changes during fetal and postnatal development [3], which particularly include sexual differentiation of the brain and the attainment of reproductive capacity at puberty. Importantly, the above mentioned phenomena display sexual dimorphism, and substantial differences are detected between males and females in relation to the development of reproductive brain circuits, the timing of puberty, and the function of the HPG axis in adulthood [1, 2]. In this circuitry, the essential contribution of several neuropeptide pathways, including prominently kisspeptin neurons, has been documented [4]. Kisspeptin neurons are widely accepted as conduits for transmitting metabolic information onto the centers governing the reproductive axis [5]. In this context, the ability of high doses of leptin to increase the hypothalamic expression of *Kiss1* gene in different models of severe metabolic stress, such as the leptin-deficient ob/ob mouse and the diabetic rat, fueled the hypothesis that leptin acts on kisspeptin neurons to conduct its stimulatory/permissive effects on GnRH neurons [6–8].

Metabolic conditions and the amount of body fuel reserves play a key role in the attainment of puberty [9, 10]. Thus, the attainment of reproductive capacity is only possible if proper fuel stores and metabolic conditions are acquired. Moreover, research in humans and a variety of animal models showed a link between early life nutrition and optimal reproductive function [10–12]. Undernutrition caused by anorexia or calorie restriction delays the onset of puberty in humans, disrupts estrous cycles, and delays the postpartum return to estrus in sexually mature animals. On the other hand, obese individuals share a phenotype similar to that of calorie-restricted individuals, i.e. a variety of alterations in the reproductive axis, including decreased fertility [13]. However, in contrast to undernutrition, which causes delayed puberty, childhood obesity induces precocious puberty in girls [14].

Evidence from human and experimental studies suggests that the timing of puberty can be affected by early metabolic influences taking place pre- or postnatally [15–18]. Although early life nutrition appears to be a critical requirement for optimal mammalian reproduction, the precise neurobiological mechanisms that contribute to this phenomenon are poorly understood. Thus in the present study we hypothesized that transient undernutrition experienced at critical times during development affects the development of hypothalamic gene networks involved in the HPG circuitry as well as subsequent reproductive performance. To address this hypothesis we have used a well-established mouse model of undernutrition during lactation causing severe leptin and insulin deficiency (Fig. 1) [19], to show that neonates exposed to undernutrition during lactation acquire sex-specific delays in the realization of puberty, possibly through molecular programming of the hypothalamus. Since kisspeptin neural circuits develop gradually during the first 2–5 weeks of postnatal life [20], when leptin and insulin deficiency occurs in our model, we examined hypothalamic gene networks controlling reproduction in 10- and 21-day old mice. Males and females with changed hypothalamic gene networks controlling reproduction showed altered body composition, delayed puberty and disturbed reproductive performance. Furthermore, our studies suggest that the molecular and physiological effects of postnatal undernutrition are multigenerational.

**Fig. 1:**
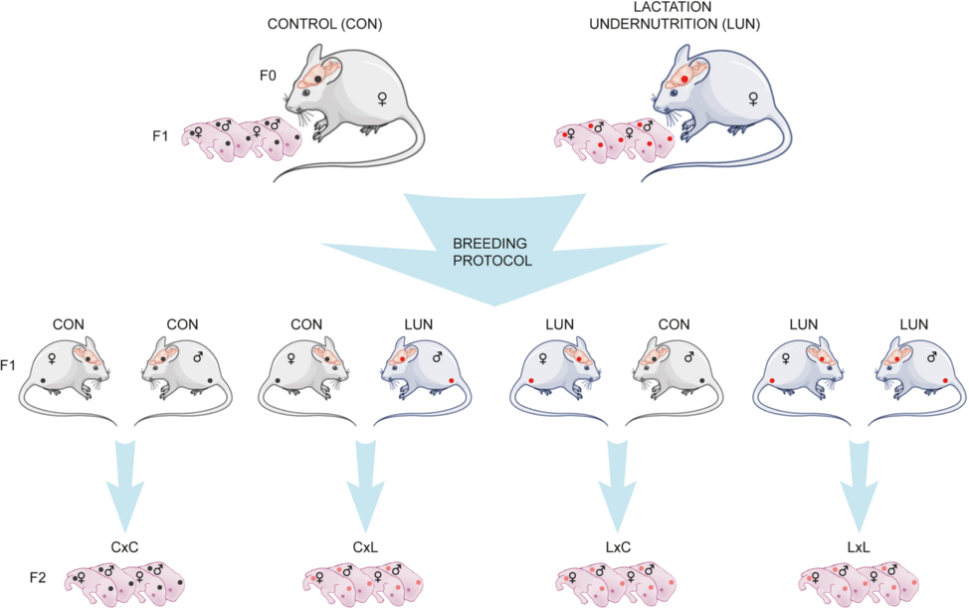
Nutritional and breeding strategy to generate the first- and second-generation offspring. Newborn F1 mice were raised from birth to weaning under control conditions (CON; F0 mother fed *ad libitum*) or lactation undernutrition condition (LUN; F0 mother fed 50 % of the food consumed by the control F0 mice) (upper panel). After weaning the F1 offspring from the all nutritional conditions were fed *ad libitum*. To generate the second-generation offspring (F2; lower panel), unrelated nonsibling F1 CON (C) and LUN (L) females (♀) and males (♂) were mated at age of 2 months in four combinations: C♀ x C♂, C♀ x L♂, L♀ x C♂, and L♀ x L♂ (middle panel). Lactating F1 females were not subjected to food restriction. After weaning the F2 offspring were fed *ad libitum*. Red dots represent possible sites of transcriptomic and functional modifications of HPG axis related reproductive circuits. Black dots – hypothalami and gonads of control animals

## Results

### Growth and body composition after undernutrition during early postnatal development

The design of the nutritional experiment, as described by Kozak and coworkers [19], aims to perturb body composition and hormonal homeostasis to assess attainment of puberty and patterns of gene expression in the hypothalamus of control mice (CON) and mice with undernutrition (LUN) during lactation (birth to 3 weeks of age). Neonatal undernutrition was associated with changes in growth as revealed by a significant decrease in the pre-weaning body weight of underfed compared with normal fed mice. As early as on day 10, LUN females (Fig. 2a) and males (Fig. 2b) had reduced body weights that persisted from weaning into adulthood (Additional file 1: Figure S1; main factors: diet, *P* < 0.0001, age, *P* < 0.0001; age x diet interaction, *P* < 0.0001).

**Fig. 2:**
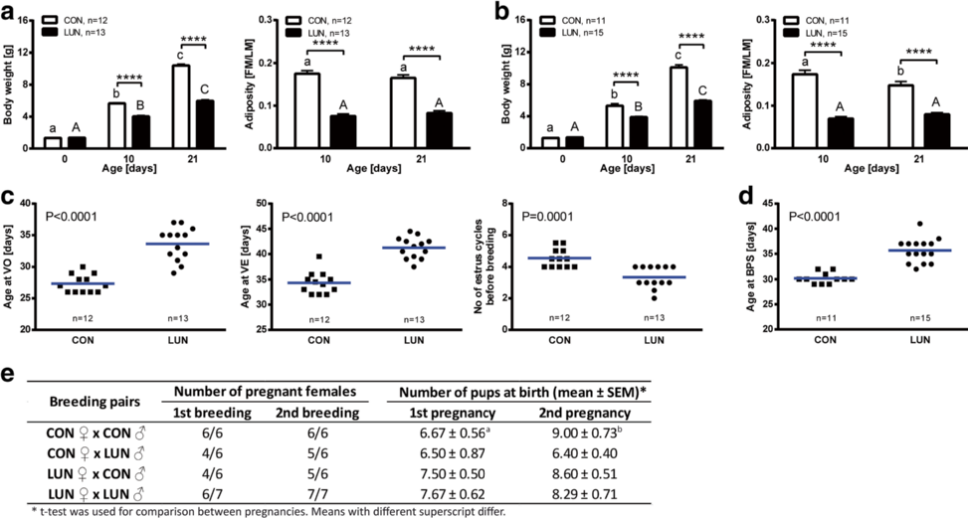
Effects of undernutrition (LUN) from birth to weaning at 21 days of age on body composition, puberty attainment, pregnancy rates and litter sizes in F1 progeny. Body weight and adiposity index (fat mass/lean mass [FM/LM]) in female (**a**) and male (**b**) progeny. Data are expressed as mean ± SEM. Means with different superscripts differ significantly (small letters – control (CON), capital letters – LUN). Asterisks indicate difference between nutritional protocols for the same day of age (*Two-way ANOVA*; ****, *P* < 0.0001). Timing of vaginal opening (VO; **c**), vaginal estrus (VE; **c**), number of estrus before breeding (at 55 days of age; **c**), and timing of balano preputial separation (BPS; **d**) in control (CON) and LUN mice (statistical significance was calculated by *t test*). Number of pregnant females and litter parameters in first and second pregnancy (**e**) for each breeding pair (CON ♀ x CON ♂, CON ♀ x LUN ♂, LUN ♀ x CON ♂, LUN ♀ x LUN ♂)

Significant differences in adiposity index in control mice compared to LUN were detected at 10 and 21 days of age. Females showed 57 % and 50 % (Fig. 2a) reduction of adiposity at 10 and 21 days of age, respectively (main factors: diet, *P* < 0.0001, age, *P* < 0.0001; age x diet interaction, *P* < 0.0001). Similarly, males showed 60 % and 46 % (Fig. 2b) reduction of adiposity at 10 and 21 days of age, respectively (main factors: diet, *P* < 0.001; age x diet interaction, *P* < 0.0001). Uniquely, reduction of adiposity was also observed between 10 and 21 days of age in control males (*P* < 0.01).

### Delayed puberty and changed reproductive performance in F1 progeny undernourished during early postnatal development

The onset of puberty in F1 females, which is typically defined as the time of vaginal opening (VO) and first estrus, was delayed in LUN mice (Fig. 2c). Whereas VO occurred at 27.3 ± 0.4 days of age in CON mice, it occurred at 33.6 ± 0.7 days of age in LUN mice (*P* < 0.0001). Similarly, the mean age of first vaginal estrus (VE) was 34.3 ± 0.6 days in normal fed mice compared with 41.2 ± 0.6 days in LUN mice (*P* < 0.0001). Interestingly, no significant difference in body weights at VO (Additional file 2: Figure S2A) and VE (Additional file 2: Figure S2B) were observed between normally fed animals and LUN mice. Correlation between body weight and age at VO was significant in both normal nourished and underfed mice (*R* = 0.8509, *P* = 0.0004 for CON and *R* = 0.7766, *P* = 0.0018 for LUN; Additional file 2: Figure S2A). Although the correlation between body weight and age at VE was significant in normal fed females (*R* = 0.8458, *P* = 0.0005), it was non-significant in LUN counterparts (*R* = 0.2883, *P* = 0.3395; Additional file 2: Figure S2B).

Not only did changes in neonatal nutrition affect the onset of puberty, they also had long-term effects on later reproductive capability. LUN females displayed a reduced number of estrous cycles, as evaluated by the number of estrus before breeding (4.5 ± 0.2 vs. 3.4 ± 0.2, *P* = 0.0001; Fig. 2c).

The onset of puberty in male F1 progeny, which can be defined as the time of balano preputial separation (BPS), was delayed in LUN males (Fig. 2d). Whereas BPS occurred at 30.2 ± 0.3 days of age in CON mice, it was observed at 35.7 ± 0.6 days of age in LUN mice (*P* < 0.0001). Similar to the results of the experiment in female F1 progeny, no significant difference in body weights at BPS were observed between CON and LUN mice (Additional file 2: Figure S2C). Furthermore, correlation between body weight and age at BPS was non-significant in both CON and LUN males (*R* = 0.2545, *P* = 0.4502 and *R* = 0.4983, *P* = 0.0587, respectively; Additional file 2: Figure S2C).

Percentage of pregnancy was lower in LUN females when compared to CON females bred with CON males (67 % vs. 100 %, 1st breeding; 83 % vs. 100 %, 2nd breeding). Interestingly, CON females bred with LUN males also displayed lower percentage of pregnancy (67 %, 1st breeding; 83 %, 2nd breeding). Although litter sizes at birth did not differ significantly between breeding protocols, substantial improvement in litter size in second pregnancy was observed only in CON females bred with CON males (6.67 ± 0.56 vs. 9.00 ± 0.73; *P* < 0.0457).

### Hypothalamic gene expression networks altered in F1 progeny undernourished during early postnatal development

Because kisspeptins are essential gatekeepers of proper reproductive maturation, including gating by metabolic factors [21] and kisspeptin neural circuits develop gradually during the first weeks of postnatal life [20], we next investigated whether neonatal undernutrition during the neonatal period impacts kisspeptin-signaling related gene expression within the hypothalamus of 10- and 21-day old mice (Fig. 3; Additional file 3: Table S1). While in 10-day old animals there were no diet-dependent differences in leptin receptor (*Leprv1*), signal transducer and activator of transcription 3 (*Stat3*), kisspeptin 1 (*Kiss1*) and its receptor (*Kiss1r*), and gonadotropin releasing hormone 1 (*Gnrh1*) levels, some of these genes were significantly affected by undernutrition 11 days later. Furthermore, though *Kiss1* mRNA expression was down-regulated in both males and females (*P* < 0.0001), *Leprv1* and *Kiss1r* were significantly up-regulated only in females (*P* < 0.0001, *P* < 0.05, respectively). On the other hand down-regulation of *Stat3* expression was only detected in 21-day old males (*P* < 0.001). An age-dependent increase of *Leprv1*, *Stat3*, and *Gnrh1* was observed in both males and females independently of the nutrition protocol (*P* < 0.0001). In contrast, *Kiss1r* mRNA levels were maintained constant only in control animals and LUN males (main factors: diet, *P* < 0.0241, age, *P* < 0.0086; for females only). Uniquely, normal mechanisms for induction of *Kiss1* expression in 21-day old animals was abrogated in both LUN female and male mice (main factors: diet, *P* < 0.0001, age, *P* < 0.0001, age x diet interaction, *P* < 0.0001), with more profound changes observed in females.

**Fig. 3:**
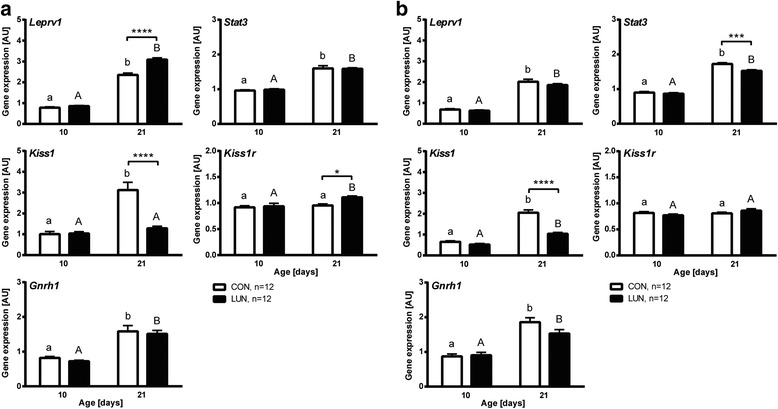
Undernutrition (LUN) from birth to weaning at 21 days of age affects expression of Kisspeptin-signaling related genes in hypothalami of female (**a**) and male (**b**) F1 progeny. Expression levels are presented relative to *Ppib* expression (arbitrary units (AU)) assessed by the real-time RT-PCR. Data are expressed as mean ± SEM. Means with different superscripts differ significantly (small letters – control (CON), capital letters – LUN). Asterisks indicate differences between nutritional protocols for the same day of age (*Two-way ANOVA*; *, *P* < 0.05, ***, *P* < 0.001, ****, *P* < 0.0001)

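Hypothalamic RNA of 16 female mice aged 21 days, 8 CON and 8 LUN, was hybridized to Illumina MouseRef-8 v2 BeadChips with 1 array per mouse. Mothers of LUN mice had received 50% of the food eaten by control mothers, and litters in both groups held 8 pups. The arrays were on 2 BeadChips, each with 4 CON and 4 LUN arrays, and on both the CON arrays occupied the first positions and the LUN arrays the last, so position on a BeadChip cannot be told apart from the group. The authors deposited the scanner signals as intensities with no background subtracted, a detection p-value for each probe on each array, and a table of log2 values that had been quantile-normalized and centred on the median of each probe. The scanner signals were the starting point here. Background was estimated from the detection p-values and removed by the normexp method of limma with an offset of 16, followed by quantile normalization and log2 transformation. A probe was tested if its detection p-value was under 0.05 on at least 8 arrays, and limma compared LUN with CON, with p-values adjusted by the Benjamini-Hochberg method over all tested probes. A probe was called differentially expressed at an adjusted p under 0.05 and a change of at least 1.5-fold, as in the paper. A gene with several tested probes was represented by the probe with the highest mean, and every change is given on the log2 scale as LUN minus CON. Before normalization the mean signal of an array was 451 ± 35.2 (SD, n = 8) in CON and 377 ± 23.6 (SD, n = 8) in LUN (two-sided exact permutation test, p = 0.000466). Detected probes ranged from 14560 to 15384 per CON array (median 14984) and from 14540 to 15051 per LUN array (median 14974). The number of arrays limits the precision. The paper's Methods give 4 CON and 8 LUN litters for data of the F1 generation, so if this covers the arrays some of the 8 CON mice shared a litter, and since the litter of each mouse is not given in the sources used here, all p-values treat the mice as independent.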

We generated a detailed transcriptional profile of the hypothalamus of 21-days old females, exposed to the control and undernutrition protocols during the lactation period (CON, LUN). The profiles of gene expression in individual samples were determined by microarray analysis. Out of 25,600 well-annotated RefSeq transcripts (over 19,100 unique genes) 16,252 individual sequences were detected. 

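Pmch and Sst were well above background, and Tfap2a, Esr2 and Lepr lay close to it. Pmch, the precursor of melanin-concentrating hormone, had a normalized log2 value of 12.71 ± 0.31 (SD, n = 8) in CON and 12.27 ± 0.21 (SD, n = 8) in LUN, and Sst, which encodes somatostatin, had 12.22 ± 0.21 and 12.21 ± 0.10 (SD, n = 8 each); both were detected on all 16 arrays. Of 3 probes for Tfap2a, the transcription factor AP-2 alpha, the one detected most often was above background on 4 CON and 2 LUN arrays. The most often detected of 3 probes for Esr2, the second estrogen receptor, was above background on 5 CON and 1 LUN arrays, and that of 2 probes for Lepr, the leptin receptor, on 2 CON and 2 LUN arrays, so none of these 3 genes was tested. Gnrh1, Gli2, Calca and Ppib had no named probe and are not analysed here. Of 25697 probes on the array, 14870 were detected at a p-value under 0.05 on at least 8 arrays. Of these, 13983 carried the symbol of 1 gene, which made 10244 genes. With detection on 1 array sufficient the count was 17753, and 12871 probes were detected on every array.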

At a false discovery rate of 5 % (−1.5 < fold change > 1.5), 317 genes (165 down- and 152 upregulated) were found to be differentially expressed (Fig. 4a; Additional file 4: Tables S2, Additional file 5: Table S3).

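The largest rises in LUN were in Slc17a7, a vesicular glutamate transporter, and Prkcd, a protein kinase C, followed by genes such as Gbx2 and Shox2, homeobox transcription factors, and the largest falls were in genes of red cells. Slc17a7 had a normalized log2 value of 8.78 ± 0.75 (SD, n = 8) in LUN and 6.59 ± 1.33 (SD, n = 8) in CON, a change of 2.20 (standard error 0.48, adjusted p = 0.00576 from limma). Gbx2 rose by 1.51 (standard error 0.30, adjusted p = 0.00303) and Shox2 by 1.36 (standard error 0.43, adjusted p = 0.0413). Tnnt1, a troponin T, Ramp3, a receptor accessory protein, Fzd10, a Wnt receptor, Krt12, Atp2a1, Tcf7l2, a Wnt effector, and Endou rose by 1.19 to 1.56. Slc4a1, the anion exchanger of red cells, fell by 1.25 (standard error 0.26, adjusted p = 0.00453), Hba-a1, an alpha globin, by 1.15 (standard error 0.20, adjusted p = 0.0016) and Alas2, which catalyses the first step of heme synthesis in red cells, by 1.14 (standard error 0.22, adjusted p = 0.00307). Zfp106, Nktr, Gatad2b, Gabpb2, Mpp5, Palm2 and Zbtb7a fell by 0.80 to 1.07. These ranks use the tested probe with the highest mean for each gene. A dimmer probe of Neto1 had -1.49 (adjusted p = 0.00234 from limma), a larger fall than that of Slc4a1.
In all, 200 of the tested probes were called, 122 higher and 78 lower in LUN, and these counts by gene were 86 and 56, which makes 142 genes. No gene had called probes of opposite direction, and each of the 200 probes changed the same way on both BeadChips, with 198 called when BeadChip was a block in the model. The probes were picked on both BeadChips together, so the same direction on each follows in large part from that choice. Without a fold limit 2231 probes passed, 1029 higher and 1202 lower. The groups did not overlap in 306 tested probes, 23 of them called, where chance separates 0.0155% of probes. The balance of directions depends on scaling, since scaling by the median gave 94 probes higher and 132 lower, and without normalization between arrays, where the median change over all probes was -0.25, 51 were higher and 444 lower. BeadChip 1 alone gave 7 probes and BeadChip 2 alone 88.
Lists of thalamic genes were higher in LUN and lists of red cell genes lower, and a list of hypothalamic nuclei was lower when it held genes that the paper names. All 16 measured of 17 thalamus-enriched genes that the paper's tables name rose, but these were chosen on the same samples and are not independent evidence. Their mean was higher by 1.16 (exact permutation test, p = 0.00202), with 1.18 on BeadChip 1 and 1.13 on BeadChip 2, and an adjusted p of 5.2e-12 from camera, 2.8e-11 with BeadChip as a block and 0.152 with an estimated correlation. In other splits of these arrays camera with its preset correlation passed a median of 5 lists. Its p-values at that setting are therefore too small, here and for the lists below. Of 13 thalamus-enriched genes that the tables do not name, 7 were measured; Lhx9, a LIM homeobox factor, rose by 0.73 (standard error 0.22, adjusted p = 0.0334) and 6 did not pass the test, while 4 rose when adjusted over the list alone. The mean of these 7 genes was higher in LUN by 0.32 (exact permutation test, p = 0.0205), with 0.28 on BeadChip 1 and 0.36 on BeadChip 2. The permutation p adjusted over all lists was 0.0328, but some of those lists were drawn from the paper's calls on these samples. Adjusted over lists without the genes that the paper names, a score set after values had been seen, it was 0.0703 and missed the threshold. Camera over all lists gave an adjusted p of 0.00826, and 0.0103 with BeadChip as a block, against 0.261 with an estimated correlation. Arrays CON 4 and CON 8 had scores for this list of 0.53 and 0.01, where the other CON arrays had -0.42 to -0.22 and the LUN arrays -0.05 to 0.34. Without these 2 arrays, a choice made after seeing the data, 328 probes were called, 236 higher and 92 lower, and 186 of them were among the 200. Of 12 measured genes of hypothalamic nuclei other than the arcuate nucleus, 5 fell and none rose (6 fell when adjusted over the list alone), and Pmch fell by 0.44 (standard error 0.12, adjusted p = 0.0217 from limma). Their mean was lower by -0.38 (exact permutation test, p = 0.00606), with -0.41 and -0.35 on the BeadChips and an adjusted p of 0.00134 from camera, 0.00207 with BeadChip as a block and 0.261 with an estimated correlation. Without the genes that the paper names, a score set after values had been seen, it was -0.20 over 8 genes (exact permutation test, p = 0.0522, adjusted p = 0.125). With all 12 genes CON 4 and CON 8 had scores of -0.20 and -0.24, within the -0.41 to 0.05 of the LUN arrays, where the other CON arrays had 0.22 to 0.48. With the thalamic score as a covariate, chosen after seeing the data, the difference was -0.14 and the adjusted p of camera 0.0777. Both measured red cell genes of the paper's tables, Hba-a1 and Slc4a1, fell, which is again not independent; their mean was lower by -1.20 (exact permutation test, p = 0.000622), with -0.79 and -1.61 on the BeadChips and an adjusted p of 0.00826 from camera, 0.0104 with BeadChip as a block and 0.152 with an estimated correlation. Among 7 measured red cell genes outside the tables, Alas2 and the beta globins Hbb-bt and Hbb-b2 fell, with -0.71 for Hbb-bt, and 4 did not pass the test (4 fell when adjusted over the list alone). The paper names another beta globin, Hbb-b1, which had no tested probe here, so these beta globins may not be independent of its calls. The mean of these 7 was lower by -0.43 (exact permutation test, p = 0.0014), with -0.23 on BeadChip 1 and -0.62 on BeadChip 2, and camera gave an adjusted p of 0.0102, which was 0.0104 with BeadChip as a block, 0.152 with an estimated correlation, 0.139 under median scaling and 0.114 on BeadChip 1 alone. From the genes past its thresholds, the paper concludes that undernutrition during suckling evoked transcriptomic changes that influence development of the hypothalamus.

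**Figure D1:**
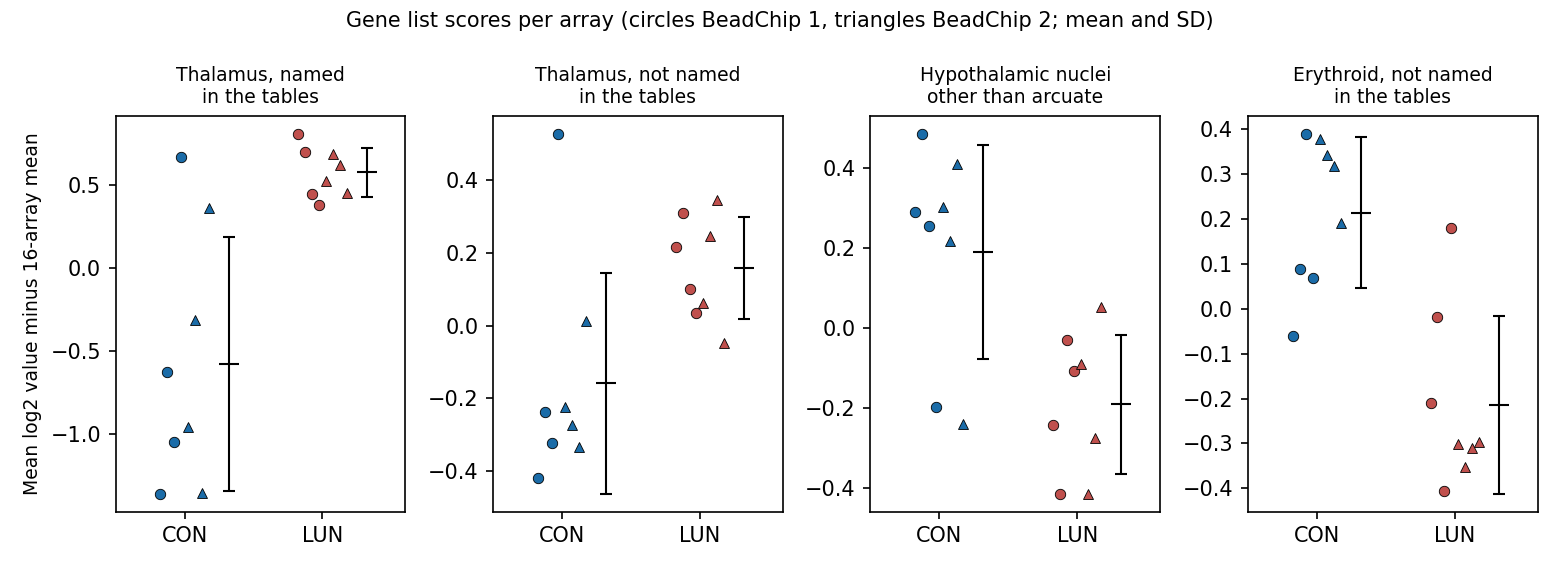
Score of each of 4 gene lists on each array, on the log2 scale as the mean of its genes minus their mean over 16 arrays, for 8 CON and 8 LUN arrays. Circles are arrays of BeadChip 1 and triangles arrays of BeadChip 2, and the bars give the mean and SD of each group. In the thalamic list that the tables do not name, CON 4 lies at 0.53, above every LUN array.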

**Fig. 4:**
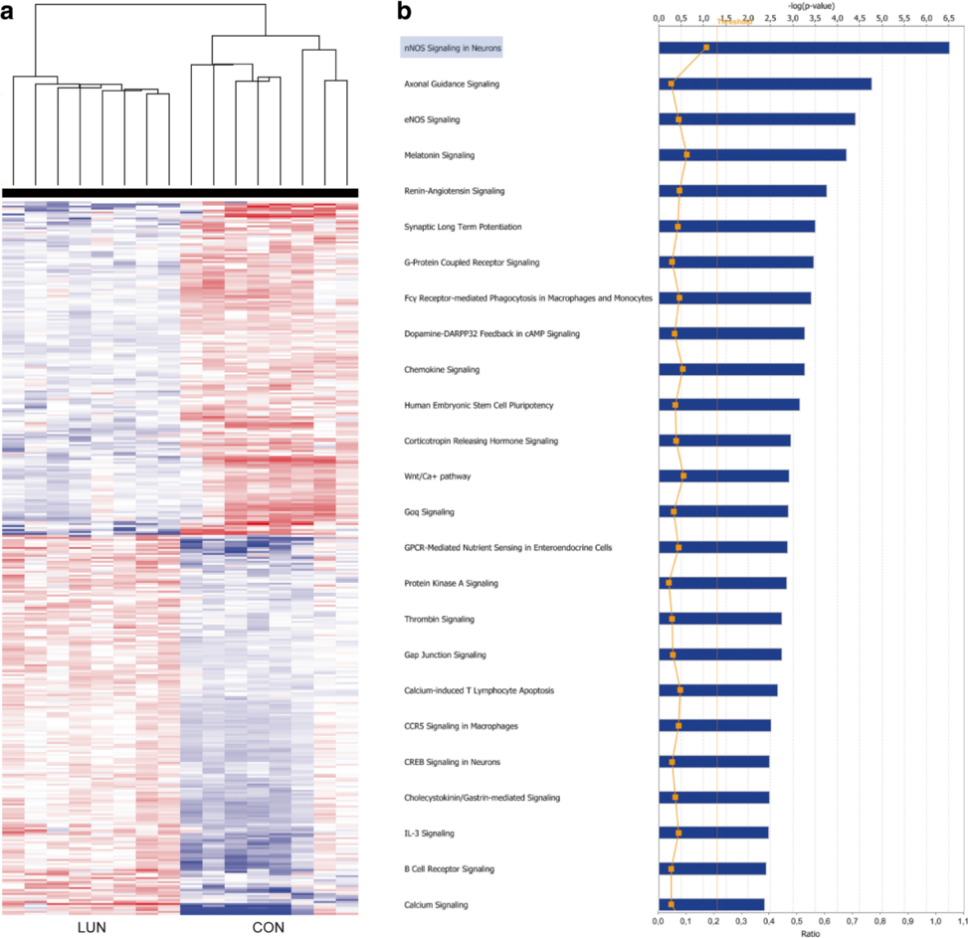
Molecular changes in the hypothalami of 21-day old female F1 progeny undernourished (LUN) from birth to weaning at 21 days of age. **a** Hierarchical clustering of transcriptional profiles, displayed as a heat map of normalized intensity values, from the hypothalamus of control (CON) and LUN mice. Each line represent individual animal. **b** Genes showing differential expression (DEG) classified into 25 Top Canonical Pathways by Ingenuity Pathway Analysis (IPA). The X-axis represents score for the likelihood (−log (Benjamin-Hochberg *p*-value < 0.05)) that genes belonging to a specific functional category are affected in the specific comparisons. The significance cutoff is shown as an orange horizontal line. Ratios (number of affected genes in a given pathway, divided by the total number of genes that make up that pathway) are shown as orange points within the bar. Ratio values are shown on the right y axis

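In the function lists of Table 1, the lists of lipids and connective tissue held more genes that fell in LUN than rose, and the list of synaptic depression held more that rose. Rbm3, a cold-induced RNA-binding protein, rose by 1.06 (standard error 0.14, adjusted p = 0.000266 from limma), and Prox1, a homeobox factor, rose by 0.95 (standard error 0.15, adjusted p = 0.000824). Mtarc2, a mitochondrial reductase, fell by 0.72 (standard error 0.10, adjusted p = 0.000307), and Hspa1a, a heat shock protein, by 0.58 (standard error 0.10, adjusted p = 0.00138). Of 20 tested genes for synthesis of lipids, 7 rose and 11 fell, and of 10 for mass of adipose tissue 4 rose and 6 fell. Of 15 tested genes for quantity of connective tissue, 2 rose and 12 fell, among them Prkg1, a cGMP-dependent kinase, with -0.57. Of 31 tested genes for cell cycle progression, 16 rose and 12 fell (13 when adjusted over the list alone). Of 8 tested genes for synaptic depression, 6 rose, among them Grid2ip, a delta glutamate receptor partner, with 0.86 and Sv2b, a synaptic vesicle protein, with 0.62, and Cpeb3, a regulator of translation at synapses, fell by 0.62. The paper chose these members on the same samples, so the counts are not independent evidence of direction.
Lists of other kinds, fixed before the data were examined as were all lists, tests and settings except those said to be later, give further counts. Some of their genes are also in the paper's tables. Of 13 measured genes of cholesterol and fatty acid synthesis, Srebf2, a regulator of sterol synthesis, rose by 0.21, Scd1, a fatty acid desaturase, fell by 0.43, Dhcr7, the last enzyme of cholesterol synthesis, fell by 0.21, and 10 did not pass the test (the same counts when adjusted over the list alone). Their mean differed by -0.05 (exact permutation test, p = 0.258), with an adjusted p of 0.442 from camera, and by -0.03 without CON 8 and -0.08 without CON 3. Of 10 measured proliferation genes, 6 fell and 1 rose, also when adjusted over the list alone: Uhrf1, needed to maintain DNA methylation, fell by 0.45, Mcm5 and Mcm6, parts of the replicative helicase, by 0.37 and 0.33, and E2f1, a transcription factor of the cell cycle, rose by 0.81. Their mean was lower by -0.18 (exact permutation test, p = 0.00155), with -0.11 on BeadChip 1 and -0.24 on BeadChip 2. Camera gave an adjusted p of 0.00566, 0.00563 with BeadChip as a block, 0.13 with an estimated correlation and 0.133 under median scaling. Nusap1, Uhrf1, Mcm2 and E2f1 are in the paper's tables. All 9 genes of meninges and fibroblasts that the paper's tables name fell, which is not independent, and of 12 that they do not name 7 fell and 5 did not pass the test (9 fell when adjusted over the list alone). The mean of the 9 was lower by -0.50 (exact permutation test, p = 0.000311), with -0.61 on BeadChip 1 and -0.39 on BeadChip 2, and an adjusted p of 9.7e-07 from camera, 2.0e-06 with BeadChip as a block and 0.13 with an estimated correlation. Among the 12, Dcn, an extracellular matrix proteoglycan, fell by 0.48 and Igf2, a growth factor, by 0.45. The mean of the 12 was lower by -0.36 (exact permutation test, p = 0.00155), with -0.49 on BeadChip 1 and -0.22 on BeadChip 2, and an adjusted p of 7.5e-05 from camera, 7.3e-05 with BeadChip as a block and 0.198 with an estimated correlation.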

Using Ingenuity Pathway knowledge base we identified major genetic pathways associated with synthesis of lipids, mass of adipose tissue, quantity of connective tissue, cell cycle progression, and synaptic depression (activation z-score > −/+2.0, Table 1). 

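In the 4 function categories of Table S4 that the paper names, Nmu and Aqp4 were among the genes lower in LUN, and Nmbr and Hrh3 among those higher. Nmu, which encodes neuromedin U, fell by 0.62 (standard error 0.15, adjusted p = 0.0083 from limma) and Aqp4, the water channel of astrocytes, fell by 0.62 (standard error 0.10, adjusted p = 0.00074). Nmbr, a receptor of neuromedin B, rose by 0.93 (adjusted p = 0.00369), and Hrh3, a histamine receptor, rose by 0.63 (standard error 0.10, adjusted p = 0.00086). For cellular function and maintenance, 50 genes were tested, of which 18 rose and 27 fell (19 and 28 when adjusted over the list alone, which changed none of the other 3 counts). For behavior, 20 of 43 tested genes rose and 19 fell. For cell-to-cell signaling and nervous system development, 13 of 27 rose and 11 fell, and for lipid metabolism, molecular transport and small molecule biochemistry 8 of 28 rose and 17 fell. Map1b, a microtubule protein of axons, differed between its probes: the brightest changed by -0.20 (adjusted p = 0.186) and the other 3 by 1.01, 0.74 and 0.50. These categories were built from genes called on the same samples and are not independent evidence.
Of 6 measured GABA-A receptor subunits, of which the paper names Gabrd, Gabrg1 fell by 0.29 (standard error 0.06, adjusted p = 0.00306 from limma), 1 rose and 4 did not pass the test (3 rose and 1 fell when adjusted over the list alone). Their mean was higher by 0.27 (exact permutation test, p = 0.011), with 0.22 and 0.32 on BeadChips 1 and 2, and the adjusted p of camera was 0.482. Over the 5 subunits that the paper does not name, a score set after values had been seen, the difference was 0.07 (exact permutation test, p = 0.384). Of 8 measured activity-induced genes, Dusp1, a phosphatase, rose by 0.54, Npas4 and Egr1, transcription factors, by 0.55 and 0.52, and 5 did not pass the test, with the same counts when adjusted over the list alone. Their mean differed by 0.34 (exact permutation test, p = 0.0643), with 0.27 and 0.41 on the BeadChips, and camera gave an adjusted p of 0.00826, with 0.0104 for BeadChip as a block and 0.396 for an estimated correlation. The scores of LUN 4, LUN 6 and LUN 7 were 0.81, 0.77 and 0.34, and those of the other 5 LUN arrays, -0.23 to -0.00, lay within the -0.55 to 0.19 of the CON arrays.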

Among Top 25 Biofunction Categories those responsible for cellular function and maintenance (*p*-values 6.90E-09-6.89E-03), behavior (*p*-values 7.39E-09-6.59E-03), cell-to-cell signaling and interaction and nervous system development and function (*p*-values 7.19E-07-6.89E-03), lipid metabolism, molecular transport, and small molecule biochemistry (*p*-values 1.07E-05-6.02E-03) were identified (Additional file 6: Table S4). Furthermore, genes differentially expressed in the hypothalamus of LUN females were classified into several canonical pathways, including nNOS signaling in neurons (*p*-value 3.11E-07), axonal guidance signaling (*p*-value 1.71E-05), and synaptic long term potentiation (*p*-value 3.19E-04; Fig. 4b-d, Additional file 7: Table S5). 

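Camk2a, Dlg4, Prkch and Adcy1, each of which the paper lists in at least 1 of 3 pathways, were higher in LUN. Camk2a, a calcium-dependent kinase, rose by 0.62 (standard error 0.14, adjusted p = 0.00602 from limma), Dlg4, the scaffold PSD-95, by 0.64 (standard error 0.15, adjusted p = 0.00763) and Prkch, a protein kinase C, by 1.00 (standard error 0.20, adjusted p = 0.00301). Adcy1, an adenylate cyclase, rose by 0.80 and Ptk2b, a calcium-sensitive tyrosine kinase that the paper names outside these pathways, by 0.83. Of 7 tested genes of nNOS signaling, 6 rose, among them Rasd1, a small GTPase, with 0.81 and Capn3, a protease, with 0.31, and Ppp3ca, a catalytic subunit of calcineurin, had 0.06 (adjusted p = 0.49). Of 16 tested genes of axonal guidance, 11 rose, Fzd2, a Wnt receptor, fell by 0.68, and 4 did not pass the test; Ntng1, a netrin-like protein, rose by 1.15 and Wnt9b, a Wnt ligand, by 1.14. Of 7 tested genes of synaptic long term potentiation, 6 rose, among them Camk2d, another calcium-dependent kinase, with 0.38 (adjusted p = 0.0207). Counts adjusted over the list alone were the same for all 3 pathways, and since the paper chose the members on these samples they are not independent evidence. The mean over the genes of each pathway was higher by 0.74 for nNOS signaling (exact permutation test, p = 0.000311), 0.56 for axonal guidance (p = 0.000466) and 0.75 for long term potentiation (p = 0.000466). CON 4 and CON 8 had scores of 0.23 and 0.08 for nNOS signaling, 0.21 and 0.06 for axonal guidance and 0.25 and 0.21 for long term potentiation, near or within those of the LUN arrays, where the other CON arrays had -0.81 to -0.17 over the 3. The same arrays stood above the other CON arrays in the thalamic genes outside the tables, with 0.53 and 0.01 against -0.42 to -0.22. On BeadChip 1 the means were 0.72, 0.56 and 0.77, and on BeadChip 2 they were 0.77, 0.57 and 0.73. Camera gave adjusted p-values of 1.4e-05, 2.9e-06 and 1.4e-05, with 2.5e-05, 6.5e-06 and 2.8e-05 for BeadChip as a block, and adjusted p = 0.13, 0.13 and 0.137 with an estimated correlation.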

In order to explain the observed hypothalamic gene expression changes evoked by undernutrition during early development we performed Upstream Regulator *in silico* search in Ingenuity Knowledge Base using Ingenuity Pathway Analysis (IPA). It allowed us to identify the cascade of potential upstream transcriptional regulators, which could explain the biological activities occurring in the hypothalami of undernourished females (Additional file 8: Table S6). 

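Kiss1, which encodes kisspeptin, the activator of gonadotropin-releasing hormone neurons, and Esr1, the estrogen receptor that mediates steroid feedback, were both lower in LUN. Kiss1 was detected on 6 of 8 CON arrays and on 0 of 8 LUN arrays, with a normalized log2 value of 5.21 ± 0.32 (SD, n = 8) in CON and 4.55 ± 0.10 (SD, n = 8) in LUN (exact permutation test, p = 0.00016, the smallest that 8 arrays against 8 allow). Since its LUN values were not above background, it was at least 1.25-fold lower, where the bound for such a gene takes, on each array of the dim group, the lowest value among detected probes or the gene's own value if higher. In the authors' deposited log2 values Kiss1 was 6.475-fold lower in LUN. Esr1 had 6.97 ± 0.20 (SD, n = 8) in CON and 6.32 ± 0.26 (SD, n = 8) in LUN, a change of -0.65 (standard error 0.11, adjusted p = 0.000982 from limma). Of the 4 tested genes that the paper lists as targets of Tfap2a, Itgbl1, an integrin-like protein, fell by 0.54, 2 others fell, and Bok, of the Bcl-2 family, rose by 0.96.
Of 21 genes of kisspeptin signalling and sex steroid feedback, 10 were measured. Mkrn3, a restraint on puberty, rose by 0.36 (standard error 0.07, adjusted p = 0.00286 from limma), and Esr1, Dlk1, a Notch-like protein, and Oprk1, an opioid receptor, fell, with -0.19 for Oprk1, while 6 did not pass the test (1 rose and 5 fell when adjusted over the list alone). Kiss1r, the kisspeptin receptor, which lay near background, had 0.08 (standard error 0.08, adjusted p = 0.518), and Tac2, which encodes neurokinin B, had -0.16 (adjusted p = 0.395). The mean of the list was lower by -0.20 (exact permutation test, p = 0.00016, again the smallest), with -0.19 on BeadChip 1 and -0.22 on BeadChip 2. Camera gave an adjusted p of 0.0264, with 0.0236 for BeadChip as a block, 0.13 with an estimated correlation, 0.176 under median scaling of the arrays and, chosen after seeing the data, 0.0542 without CON 4 and CON 8 and 0.0596 with the thalamic score as a covariate. Over the 6 genes of the list that the paper does not name, a score set after values had been seen, the difference was -0.09 (exact permutation test, p = 0.0267, adjusted p = 0.0713).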

Among top upstream regulators of *Kiss1* expression transcription factor AP-2 alpha (Tfap2a; z-score = 1.966, *P* = 1.15E-03) and estrogen receptor 1 (Esr1, FC = 1.731; z-score = 1.480, *P* = 1.51E-06) were indicated. 

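In the estrogen receptor network of Fig. 5, Gfap, Avp and Cdkn1a were among the genes lower in LUN, and Vav3, Scube2 and Pcp4 among those higher. Gfap, an intermediate filament of astrocytes, fell by 0.57 (standard error 0.13, adjusted p = 0.00664 from limma), Avp, which encodes vasopressin, by 0.76 (standard error 0.19, adjusted p = 0.013) and Cdkn1a, an inhibitor of the cell cycle, by 0.53 (standard error 0.10, adjusted p = 0.003). Vav3, a guanine nucleotide exchange factor, rose by 1.01 (standard error 0.27, adjusted p = 0.0164), Scube2, a secreted protein of hedgehog signalling, by 0.67 and Pcp4, a calmodulin regulator, by 0.61. Of 22 genes of the network, 16 were tested, of which 6 rose, 8 fell and 2 did not pass the test, with the same counts when adjusted over the list alone. The 2 were Sema3b, a guidance factor, with 0.00 (adjusted p = 0.993) and Tacc1, a centrosomal protein, with -0.04 (adjusted p = 0.746). Of the genes that the paper lists as targets of Esr2, 6 were tested, of which 5 fell and 1 rose. The paper drew these genes from calls on the same samples, so the counts are not independent evidence.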

Because upon hormone activation Esr1 may form a homodimer or a heterodimer with Esr2 (z-score = 1.256, *P* = 1.13E-04) both estrogen receptors were presented as an integrated network (Fig. 5a). Furthermore, both leptin (z-score = 1.604, *P* = 9.52E-04) and its receptor (Lepr; z-score = 1.231, *P* = 2.11E-02) were among upstream regulators of *Kiss1* expression (Fig. 5b). On the other hand, among highly inhibited ligand-dependent nuclear receptors progesterone (PGR; z-score = −1.507, *P* = 1.55E-02) and androgen (AR; z-score = −1.505, *P* = 3.41E-04; Fig. 5c) receptors were found. 

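Cartpt, Pomc, Hcrt and Trh, which encode peptides in the leptin network, were lower in LUN, and Cck, a satiety peptide that is also made by thalamic and cortical neurons, was higher. With the thalamic score as a covariate, chosen after seeing the data, Hcrt (adjusted p = 0.278 from limma), Trh (0.188) and Cck (0.157) did not pass the test. Pomc (0.0084) did. Cartpt, which encodes an appetite-suppressing peptide, fell by 0.78 (standard error 0.07, adjusted p = 5.9e-06 from limma), Dlk1 by 0.70 (standard error 0.11, adjusted p = 0.00074) and Crhr2, a receptor of urocortins, by 0.41 (standard error 0.09, adjusted p = 0.00772). Ttpa, a vitamin E transfer protein, fell by 0.28 (standard error 0.08, adjusted p = 0.0209). All 9 genes of the network were tested, and 2 rose and 7 fell. Of the genes that the paper lists as targets of leptin, 12 were tested, of which 1 rose and 11 fell, and for its receptor 5 were tested, of which 1 rose and 4 fell, which is not independent because the members came from these samples.
Of 24 measured hypothalamic neuropeptides, 10 fell, 1 rose and 13 did not pass the test (14 fell and 2 rose when adjusted over the list alone). Gal, which encodes galanin, fell by 0.46 (standard error 0.12, adjusted p = 0.0176 from limma), and Npy, an appetite-stimulating peptide, had 0.12 (adjusted p = 0.525). The median of the list was -0.32, also with Pomc at its bound, and the mean was lower by -0.28 (exact permutation test, p = 0.00295), with -0.30 and -0.27 on BeadChips 1 and 2. The adjusted p was 0.000195 from camera, 0.000289 with BeadChip as a block and 0.198 with an estimated correlation. CON 4 and CON 8 had scores of -0.15 and -0.11, within the -0.25 to 0.01 of the LUN arrays, where the other CON arrays had 0.16 to 0.33, and over the 16 genes that the paper does not name, a score set after values had been seen, the difference was -0.17 (exact permutation test, p = 0.0249, adjusted p = 0.0713). With the thalamic score as a covariate, also chosen later, the difference of the whole list was smaller by more than 1.5 times and stayed past the threshold in camera. Of 11 measured genes of the arcuate nucleus, 4 fell and 7 did not pass the test, with the same counts when adjusted over the list alone; Ghrh, which encodes growth hormone releasing hormone, fell by 0.42 and Ghr, the growth hormone receptor, by 0.25. Their median was -0.16, also with Pomc at its bound, and their mean was lower by -0.18 (exact permutation test, p = 0.0356, adjusted p = 0.0525 over the lists), with -0.21 and -0.16 on the BeadChips. Camera gave an adjusted p of 0.0114, with 0.0151 for BeadChip as a block, 0.198 with an estimated correlation and 0.15 under median scaling. Over the 9 arcuate genes that the paper does not name, a score also set later, the difference was -0.03 (exact permutation test, p = 0.711), and with the thalamic covariate that of the whole list was -0.08 (adjusted p = 0.18 from camera). Of 11 measured genes of leptin and insulin signalling, Igfbp2, a binding protein of insulin-like growth factors, fell by 0.36 and 10 did not pass the test (2 fell when adjusted over the list alone); Socs3, an inhibitor of leptin signalling, had -0.01 (adjusted p = 0.957). The mean of this list was -0.01 and its median -0.01, while camera ranked it slightly upward (adjusted p = 0.80), and the exact permutation test gave p = 0.725; with 1 array left out the mean ranged from -0.03 without LUN 6 to 0.01 without LUN 8.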

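Pgr, the progesterone receptor, was close to background, and genes that the paper lists as its targets went both ways. It had a normalized log2 value of 5.02 ± 0.29 (SD, n = 8) in CON, where it was detected on 6 arrays, and 4.86 ± 0.17 (SD, n = 8) in LUN, where it was detected on 2, a change of -0.16 (standard error 0.11, adjusted p = 0.331 from limma). Of its targets 3 were tested: Adarb1, an RNA-editing enzyme, rose by 0.61 (standard error 0.14, adjusted p = 0.0077), Cdkn1a fell, and Arnt, a partner of nuclear sensors, had 0.03 (adjusted p = 0.863). Counts adjusted over the list alone were the same, and the targets came from these samples, so they are not independent evidence.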

Interestingly, pro-opiomelanocortin-alpha (*Pomc*; FC = 9.950) and kallikrein 1 (*Klk1*; FC = 9.607), showing opposite profiles of expression, were among genes regulated by AR. Moreover, CCAAT/enhancer binding protein (C/EBP), beta (Cebpb; z-score = 2.331, *P* = 6.94E-04) and GLI family zinc finger 2 (Gli2; z-score = −2.236, *P* = 1.61E-03) were among top upstream transcriptional regulators of molecular programming of hypothalamus.

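Pomc, the precursor of melanocortins in arcuate neurons and of corticotropin in the pituitary, was lower in LUN, and Klk1, a tissue kallikrein protease, was higher. Pomc was detected on 8 of 8 CON arrays and on 0 of 8 LUN arrays. It had a normalized log2 value of 5.51 ± 0.36 (SD, n = 8) in CON and 4.55 ± 0.17 (SD, n = 8) in LUN, and every LUN array lay below every CON array (exact permutation test, p = 0.00016, the smallest possible). It was at least 1.53-fold lower in LUN (adjusted p = 0.000326 from limma). Klk1 was detected on 0 of 8 CON arrays and on 7 of 8 LUN arrays, with 4.43 ± 0.18 (SD, n = 8) in CON and 5.26 ± 0.36 (SD, n = 8) in LUN (exact permutation test, p = 0.000622), and was at least 1.30-fold higher in LUN. In the authors' deposited log2 values Pomc was 11.3-fold lower in LUN and Klk1 9.607-fold higher. Of genes of the pituitary, which lies below the hypothalamus, Gh, which encodes growth hormone, was detected on 4 CON arrays and 1 LUN array, and Prl, which encodes prolactin, on 3 CON arrays and 0 LUN arrays (exact permutation test, p = 0.102 and p = 0.192). Cga, the alpha subunit of glycoprotein hormones and the 1 measured gene among 11 of the pituitary list, had a change of -0.82 (standard error 0.27, adjusted p = 0.0514), short of the threshold, with -0.89 on BeadChip 1 and -0.75 on BeadChip 2 (exact permutation test, p = 0.0211). With 1 measured gene, adjusting over the list alone is no adjustment.

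**Figure D2:**
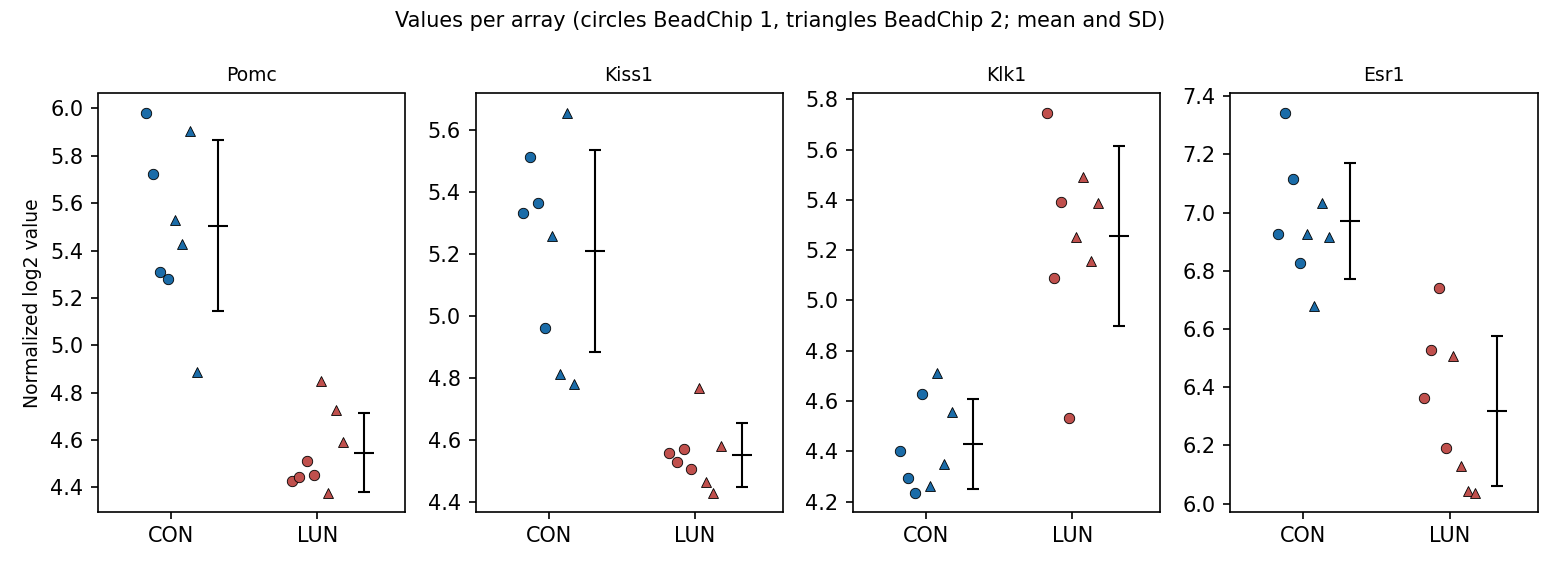
Normalized log2 values of Pomc, Kiss1, Klk1 and Esr1 on each of 8 CON and 8 LUN arrays. Circles are arrays of BeadChip 1 and triangles arrays of BeadChip 2, and the bars give the mean and SD of each group. Pomc averages 5.51 in CON and 4.55 in LUN.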

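Cebpb, a transcription factor of inflammation and fat cell differentiation, was slightly lower in LUN, and genes that the paper lists as its targets fell more often than they rose. Cebpb had a normalized log2 value of 8.60 ± 0.11 (SD, n = 8) in CON and 8.36 ± 0.06 (SD, n = 8) in LUN, a change of -0.23 (standard error 0.05, adjusted p = 0.00475 from limma), which is below the 1.5-fold limit. Of 13 tested targets of Cebpb, 3 rose, 9 fell and 1 did not pass the test. Fas, a death receptor, fell by 0.45 (standard error 0.07, adjusted p = 0.000921), Nr1h3, a sterol-sensing receptor, by 0.37 (standard error 0.10, adjusted p = 0.0195) and Fbln1, a matrix protein, by 0.45 (standard error 0.08, adjusted p = 0.00219), while Rora, a nuclear receptor, rose by 1.06 (standard error 0.22, adjusted p = 0.00455). Gli2 is not analysed here. Of 5 tested targets of Gli2, 3 rose, 1 fell and 1 did not pass the test (4 rose when adjusted over the list alone): Ccl17, a chemokine, rose by 0.48, and Mef2c, a transcription factor of neurons and muscle, had 0.46 (adjusted p = 0.107). These targets were drawn from genes called on the same samples and are not independent evidence.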

**Table 1:** Significantly activated IPA BioFunctions identified for DEG in hypothalamus of CON vs LUN 21-day old female progeny (F1)

Categories	Functions annotation	*p*-value	Predicted activation state	Activation z-score^a^	Bias-corrected z-score	Molecules*
Lipid metabolism, small molecule biochemistry	synthesis of lipid	0.00414	Increased	2.064	2.121	**ACSL3**, **AGTR1**, **AVP**, CCL2, **CES1**, **CRHR2**, **DPP4**, **ESR1**, **FAS**, FCGR1A, HSD3B1, **KISS1**, **MARC2**, MGST2, **NR1H3**, **OXT**, **PIK3R1**, **POMC**, PRKCD, PROX1, PTK2B, RGS3, TCF7L2, **TRH**
Connective tissue development and function, tissue morphology	mass of adipose tissue	0.00097	Decreased	−2.871	−2.857	**CARTPT**, **CDKN1A**, **DLK1**, E2F1, **ESR1**, FOXP2, HRH3, **NR1H3**, **POMC**, SHOX2
	quantity of connective tissue	0.00083	Decreased	−2.179	−2.161	ADAMTS1, **Ahsp**, CALCB, **CARTPT**, CCL2, **CDKN1A**, **CES1**, CHRNA7, **CIDEB**, **CRHR2**, E2F1, **ESR1**, **HBA1/HBA2**, **Hbb-b1**, HRH3, KLK3, **NR1H3**, **PIK3R1**, **POMC**, **PRKG1**, **SLC14A1**, **SLC4A1**, **UHRF1**
Cell cycle	cell cycle progression	0.00057	Decreased	−2.319	−2.289	ADARB1, **AVP**, CALCB, CAMK2A, CCK, **CDKN1A**, **DPP4**, E2F1, **ESR1**, **FAS**, **HSPA1A/HSPA1B**, **ING3**, LEF1, **MCM2**, MYOCD, NKX3-1, **NUPR1**, **NUSAP1**, PGAM2, **PIK3R1**, PRKCD, PRKCG, PRKCH, **PRKG1**, PROX1, PTK2B, PTPRN2, RASSF3, RBM3, TCF7L2, **TF**, **USP1**, USP2, VAV3, ZIC1
Cell-to-cell signaling and interaction	synaptic depression	0.00017	Decreased	−2.200	−2.171	ADCY1, CAMK2A, **CPEB3**, DLG4, GRID2IP, MAP1B, PRKCG, PTK2B, SV2B

^a^Threshold for activation z- score for decreased BioFunctions was maintained at ≤ −2.179

*Genes up- (bold) and down-regulated in hypothalami of control (CON) vs. LUN 21-day old F1 females

**Fig. 5:**
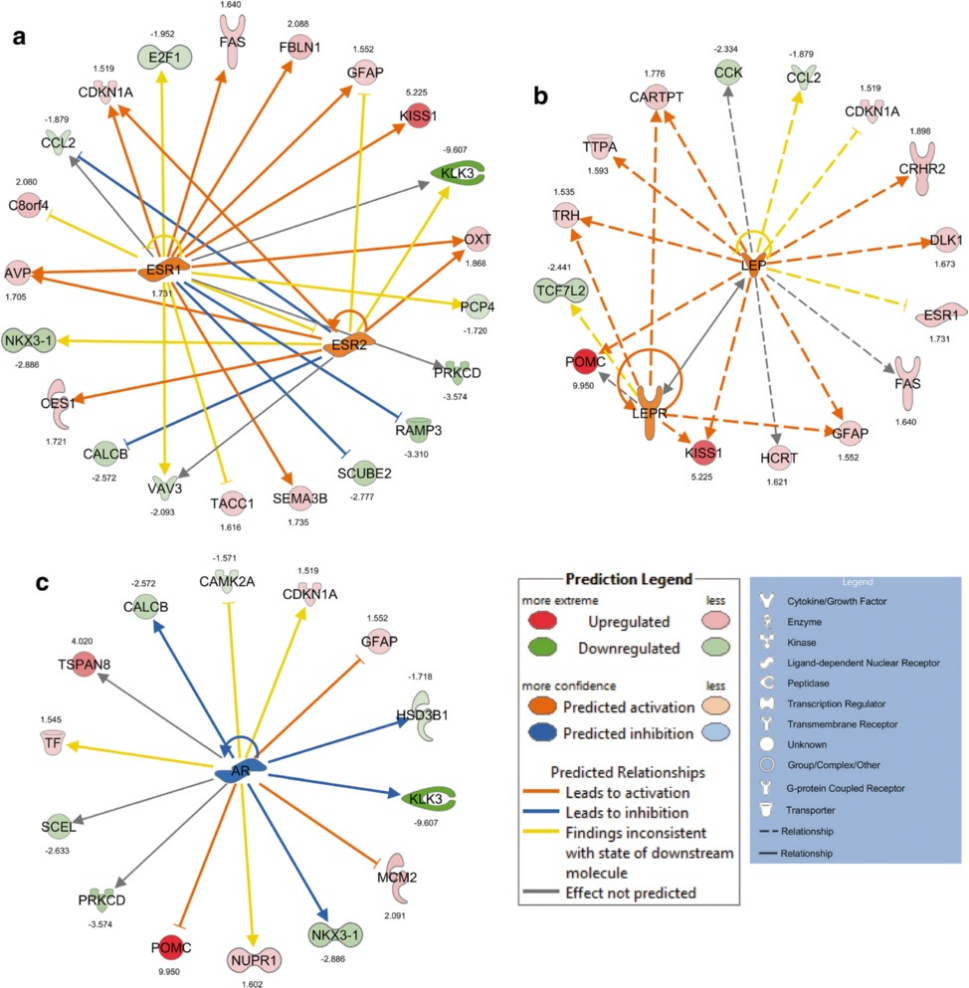
Upstream regulators indicated by IPA potentially affecting expression of DEG in the hypothalamus of 21-day old female progeny undernourished during early development. **a** estrogen receptor 1 and 2 (ESR1 and ESR2), **b** Leptin (LEP), and **c** androgen receptor (AR) were selected for detailed presentation. Networks are displayed graphically as nodes (genes/genes products) and edges (biological relationship between nodes). The node color intensity indicates the fold-change expression of DEG; with red representing up-regulation and green down-regulation in CON vs. LUN animals. The fold change value for individual DEG is indicated under each node. The shapes of nodes indicate the functional class of the gene product and the lines indicate the type of interaction, explained in the legend. All connections were integrated into the computationally generated networks on the basis of the evidence stored in the IPA knowledge memory base indicating relevance for these networks

Validation of microarray results using qRT-PCR method confirmed that the expression of hypocretin (*Hcrt*), oxytocin (*Oxt*), thyrotropin releasing hormone(*Trh*), *Pomc*, and *Esr1* was decreased in the hypothalamus from 21-day old LUN females (Fig. 6a, upper panel). On the other hand, expression levels of cholecystokinin (*Cck*), calcitonin/calcitonin-related polypeptide, alpha (*Calca*), gamma-aminobutyric acid (GABA) A receptor, subunit delta (*Gabrd*), protein kinase C, delta (*Prkcd*), solute carrier family 17 (sodium-dependent inorganic phosphate cotransporter), member 7 (*Slc17a7*), and *Klk1* were maintained at higher levels in LUN females (Fig. 6a, lower panel). Expression profile of phosphatidylinositol 3-kinase, regulatory subunit, polypeptide 1 (*Pik3r1*) did not overlap between these two methods. In addition, expression of tested genes in the hypothalamus of males exposed to undernutrition during lactation was validated by qRT-PCR (Fig. 6b) and showed similar profiles as for females.

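Of the genes that the paper also measured by qRT-PCR, Oxt, Hcrt, Trh, Pomc and Esr1 were lower in LUN on the arrays, and Prkcd, Gabrd, Cck and Slc17a7 were higher. Oxt, which encodes oxytocin, fell by 0.89 (standard error 0.15, adjusted p = 0.00137 from limma), Hcrt, which encodes the arousal peptides named hypocretins, by 0.69 (standard error 0.18, adjusted p = 0.0133) and Trh, which encodes thyrotropin releasing hormone, by 0.61 (standard error 0.14, adjusted p = 0.00842). Prkcd rose by 1.78 (standard error 0.37, adjusted p = 0.00426), Gabrd, the delta subunit of the GABA-A receptor, by 1.26 (standard error 0.31, adjusted p = 0.0103) and Cck by 1.18 (standard error 0.27, adjusted p = 0.00774). Pik3r1, a regulatory subunit of phosphatidylinositol 3-kinase, had 3 probes that differ in brightness. The brightest had a normalized log2 value of 10.58 ± 0.14 (SD, n = 8) in CON and 10.56 ± 0.13 (SD, n = 8) in LUN, a change of -0.02 (standard error 0.07, adjusted p = 0.895 from limma), and the second a change of 0.01 (adjusted p = 0.933). The third was above background on 6 CON arrays and 1 LUN array and was not tested, and in the authors' deposited log2 values it was 3.08-fold lower in LUN. Stat3, a mediator of leptin signals, had -0.22 (standard error 0.07, adjusted p = 0.0505) by its brightest probe, and its other 2 probes had -0.26 (adjusted p = 0.0265) and -0.22 (adjusted p = 0.0289). The reference gene Hprt had -0.05 (standard error 0.04, adjusted p = 0.366). In all, 9 of the genes measured by qRT-PCR were called on the arrays, in the paper's direction. The paper measured these 9 to check its results from the same arrays, so the count is not independent evidence. Pik3r1, Kiss1r and Stat3 were tested and not called. By qRT-PCR the paper gives Kiss1r as up-regulated in LUN females at 21 days, and lower Stat3 in males only. Kiss1r lay near background on the arrays, with normalized log2 values of 4.74 to 5.35, so a rise could be missed there. Kiss1, Klk1 and Lepr were not tested, and Calca and Gnrh1 had no named probe. With the score of the thalamic genes outside the paper's tables as a covariate, chosen after seeing the data, limma gave adjusted p-values of 0.0833 for Prkcd with a change of 0.90, 0.229 for Gabrd with 0.59, 0.157 for Cck with 0.51, 0.129 for Slc17a7 with 1.19, 0.278 for Hcrt with -0.26 and 0.188 for Trh with -0.31. Oxt with -0.53 (adjusted p = 0.0206), Esr1 with -0.60 (adjusted p = 0.0166) and Pomc (adjusted p = 0.0084) stayed past the threshold of the adjusted p.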

**Fig. 6:**
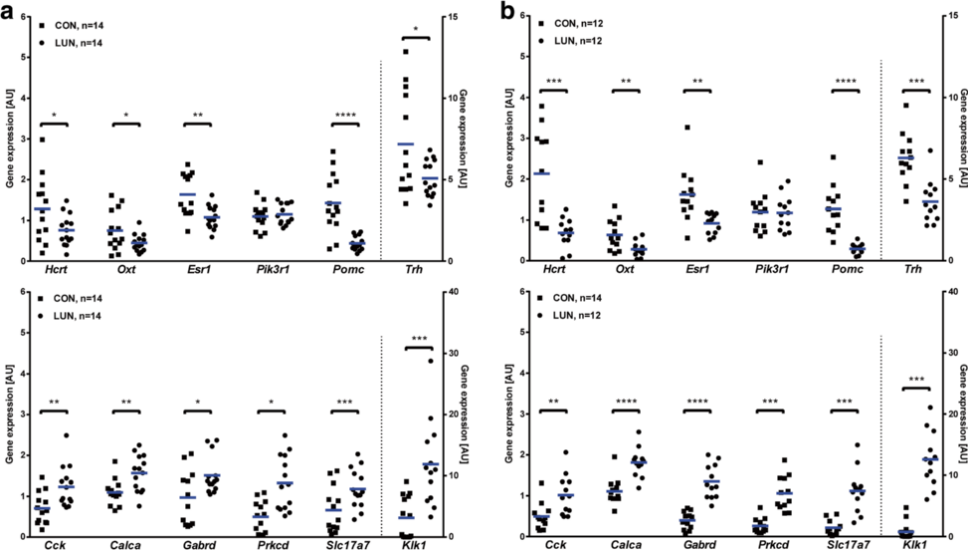
Relative expression of genes participating in molecular changes occurring in the hypothalami of 21-day old female (**a**) and male (**b**) F1 progeny. Gene expression analyses were performed using qRT-PCR. Expression levels are presented relative to *Ppib* expression (arbitrary units (AU)). Asterisks indicate difference between means (blue line; *t test*; *, *P* < 0.05, **, *P* < 0.01, ***, *P* < 0.001, ****, *P* < 0.0001). CON – F1 control progeny, LUN – F1 progeny undernourished during lactation

### Maternal diet during lactation affects body composition of 2^nd^ generation offspring

To investigate the multigenerational impact of malnutrition during early development in the next experiment we evaluated changes in body composition, puberty attainment and patterns of gene expression in the hypothalami of F2 progeny generated from F1 control (CON = C) and undernourished (LUN = L) mice. In our mouse model, F1 mice were bred according to their nutritional protocol to generate F2 progeny originating from control (C♀ x C♂), mixed (C♀ x L♂, L♀ x C♂), and undernourished (L♀ x L♂) parents. At first breeding, F1 LUN females (day 55) and males (day 67) showed lighter body weight compared with CON mice (Additional file 1: Figure S1) and this change in body weights persisted in pregnant females, as measured on day 10 of pregnancy (1st gestation: 20.66 ± 0.24 vs. 21.78 ± 0.29, *P* < 0.008; 2nd gestation: 27.54 ± 0.32 vs. 29.33 ± 0.59, *P* < 0.016). Consequently, we observed that undernutrition of either one or both parents during lactation was associated with changed growth rates of female and male pups. As early as day 10, females (Fig. 7a, *P* < 0.001) and males (Fig. 7b, *P* < 0.05) generated from both undernourished parents (LxL) exhibited a lighter body weight compared with CxL mice and this change in body weight persisted at weaning (*P* < 0.0001; main factors: breeding protocol, *P* = 0.0002 for females and *P* = 0.002 for males, age, *P* < 0.0001; age x breeding protocol interaction, *P* < 0.0001). Interestingly, at weaning, body weight of CxL mice was significantly different also from CxC and LxC animals (*P* < 0.001 and *P* < 0.05, respectively). Differences between body weight of F2 progeny generated from control (CxC) and undernourished (LxL) parents was only indicated in females at weaning (*P* < 0.05).

**Fig. 7:**
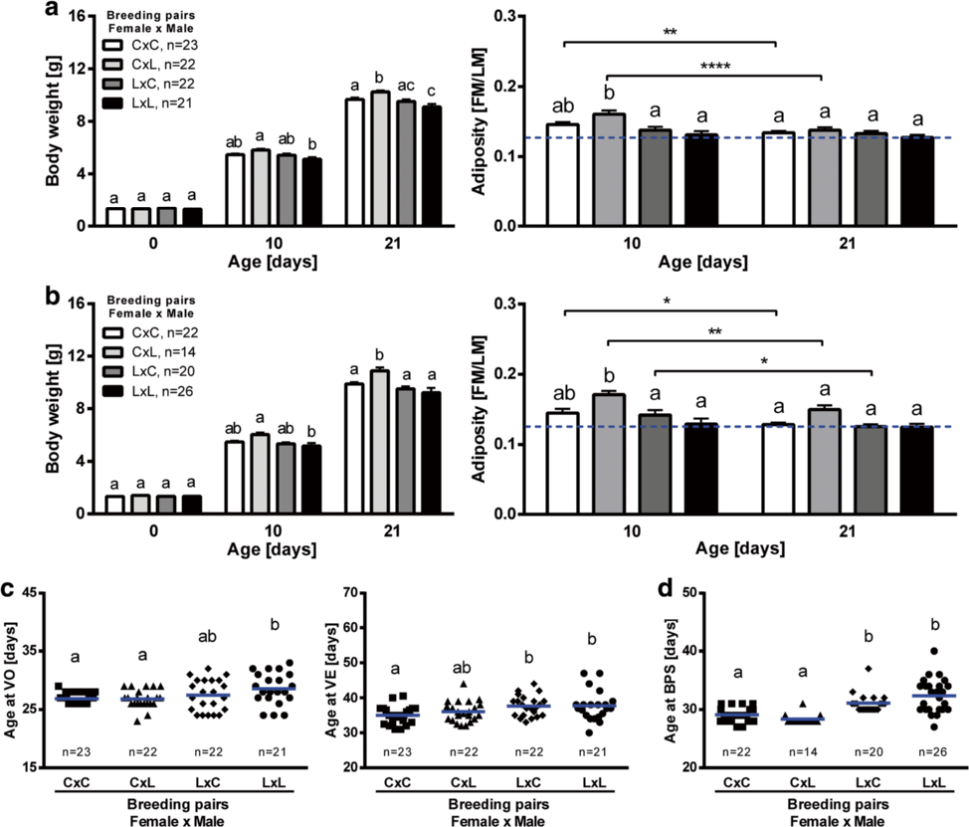
Undernutrition (LUN) in F1 generation affects body composition and puberty attainment in F2 offspring. Body weight and adiposity index (fat mass/lean mass [FM/LM]) in female (**a**) and male (**b**) progeny. Data are expressed as mean ± SEM. Means with different superscripts differ significantly within the same day of age. Asterisks indicate difference between days in each breeding protocol (*Two-way ANOVA*; *, *P* < 0.05, **, *P* < 0.01, ****, *P* < 0.0001). All comparisons of body weights between days in each breeding protocol (CxC, CxL, LxC, LxL) were significant (*P* < 0.0001). Timing of vaginal opening (VO; **c**), vaginal estrus (VE; **c**) and balano preputial separation (BPS; **d**) in F2 progeny, generated in different breeding protocol. Means (blue line) with different superscripts differ significantly (statistical significance was calculated by *One-way ANOVA*). C – CON (F1 control progeny), L – LUN (F1 progeny undernourished during lactation)

Significant differences in adiposity index between F2 mice generated by different dietary protocols were only seen at 10 days of age (Fig. 7a, b). Both CxL females and CxL males showed increased adiposity when compared to LxC and LxL mice (*P* < 0.05 and *P* < 0.0001, respectively; main factors: breeding protocol, *P* = 0.004 for females and *P* = 0.0007 for males, age, *P* < 0.0001; age x breeding protocol interaction, *P* = 0.0016 for females). Reduction of adiposity between 10 and 21 days of age was observed only for CxC (*P* < 0.01) and CxL (*P* < 0.0001) females (Fig. 7a). All males, except for LxL, showed significant reduction of adiposity between 10 and 21 days of age (*P* < 0.05; Fig. 7b).

### Maternal diet during lactation delays puberty attainment of 2^nd^ generation offspring

Similar to the initial experiments on F1 progeny, F2 progeny was tested for onset puberty using the same parameters. The most striking observation was that both female and male F2 progeny showed delayed puberty when only mother (LxC) or both parents (LxL) were undernourished during lactation (Fig. 7c, d). Whereas VO occurred at 26.9 ± 0.2, 26.8 ± 0.3 and, 27.5 ± 0.3 days of age in CxC, CxL and LxC mice, respectively, it was observed at 28.6 ± 0.6 days of age in LxL females (Fig. 7c; *P* < 0.05). The mean age of VE was 35.0 ± 0.5 and 36.1 ± 0.6 days in CxC and CxL mice, respectively, compared with 37.7 ± 0.6 and 37.7 ± 0.9 days in LxC and LxL mice, respectively (*P* < 0.05). Interestingly, no significant difference in body weights at VO (Additional file 9: Figure S3A) were observed, but it was significantly increased in LxC females at VE (vs. CxC, *P* < 0.01; Additional file 9: Figure S3B). Correlations between body weight and age at VO was significant in CxL, LxC and CxC females (*R* = 0.7968, *P* < 0.0001, *R* = 0.7613, *P* < 0.0001 and *R* = 0.7996, *P* < 0.0001, respectively; Additional file 9: Figure S3A). Although the correlation between body weight and age at VE was significant in CxC females (*R* = 0.7911, *P* < 0.0001), it was non-significant in CxL, LxC and CxC females (*R* = 0.322, *P* = 0.1437, *R* = 0.3897, *P* = 0.073 and *R* = 0.2999, *P* = 0.1865, respectively; Additional file 9: Figure S3B).

The onset of puberty in male F2 progeny was earlier in CxC and CxL males (Fig. 7d). Whereas BPS occurred at 29.1 ± 0.3 and 28.4 ± 0.2 days of age in CxC and CxL mice, respectively, it was observed later at 31.1 ± 0.4 and 32.4 ± 0.6 days of age in LxC and LxL males (*P* < 0.001). Interestingly, significant increase in body weight at BPS was observed in LxL males (vs. CxC, *P* < 0.001; Additional file 10: Figure S4). Furthermore, a weak or no correlation between body weight and age at BPS was detected in male F2 progeny generated in each breeding protocol (CxC, CxL, LxC, LxL; *R* = 0.6949, *P* = 0.0003, *R* = −0.1928, *P* = 0.5089, *R* = 0.4566, *P* = 0.0430, *R* = −0.3464, *P* = 0.0830, respectively; Additional file 10: Figure S4).

### Maternal diet during lactation change hypothalamic gene expression networks of 2^nd^ generations

Since mice undernurtured before weaning by reduced food availability give birth to progeny showing signs of delayed puberty, we hypothesized that the expression of genes in the hypothalamus of progeny from undernourished parents will also be affected. To test this hypothesis we performed qRT-PCR on the hypothalamus of 21-day old F2 progeny. Kisspeptin-signaling related genes expression within the hypothalamus of 21-day old mice is presented in Figs. 8a and 9a and Additional file 3: Table S1. One-way ANOVA showed sex specific patterns of expression of *Leprv1*, *Kiss1r*, and *Gnrh*. Although *Kiss1* mRNA levels were downregulated in LxC and LxL F2 progeny irrespective of sex (*P* < 0.05), *Leprv1* expression was upregulated only in LxC and LxL F2 males (vs. CxC, *P* < 0.001). On the other hand, *Kiss1r* and *Gnrh* mRNA was decreased only in LxC and LxL F2 females (vs. CxC, *P* < 0.05). Noteworthy, kisspeptin-signaling related genes showed altered gene expression in sexually mature F2 females (Additional file 11: Figure S5). Levels of *Leprv1*, *Kiss1*, and *Gnrh* mRNA were maintained high in hypothalami collected from LxL F2 females at diestrus (vs. CxC, *P* < 0.01, *P* < 0.001, *P* < 0.05, respectively).

**Fig. 8:**
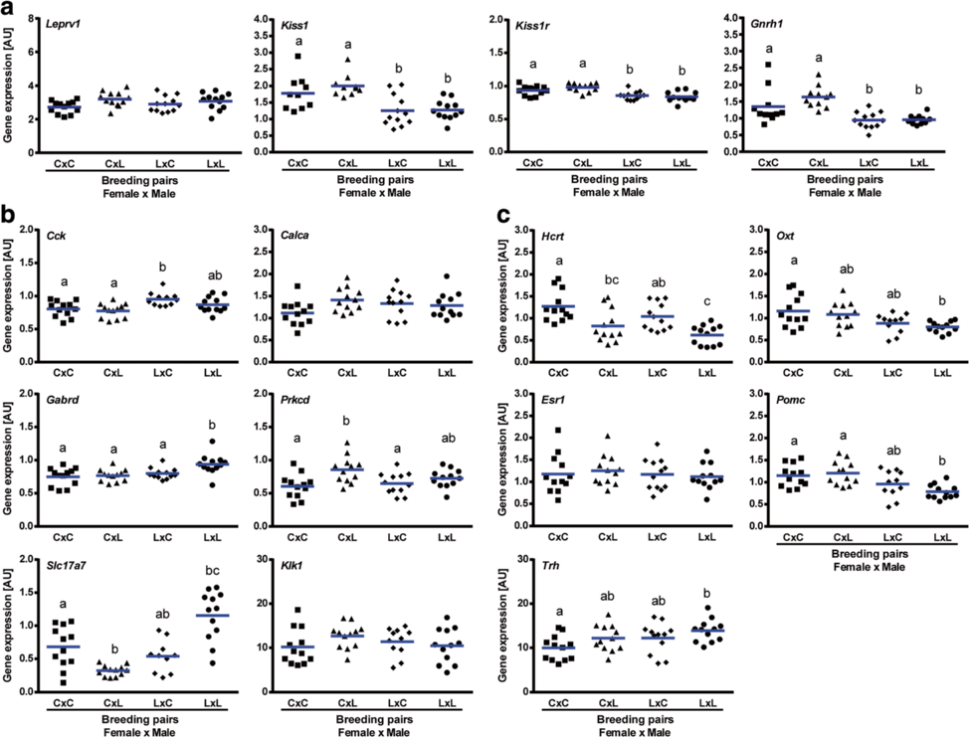
Molecular changes in the hypothalami of 21-day old female F2 progeny. **a** Expression pattern of Kisspeptin-signaling related genes. Genes showing increased **b** and decreased **c** expression in hypothalami of F1 undernourished neonates were tested in F2 females. Expression levels are presented relative to *Ppib* expression (arbitrary units (AU)). Means (blue line) with different superscripts differ significantly (statistical significance was calculated by *One-way ANOVA*; *n* = 12/breeding protocol (CxC, CxL, LxC, LxL)). C – CON (F1 control progeny), L – LUN (F1 progeny undernourished during lactation)

**Fig. 9:**
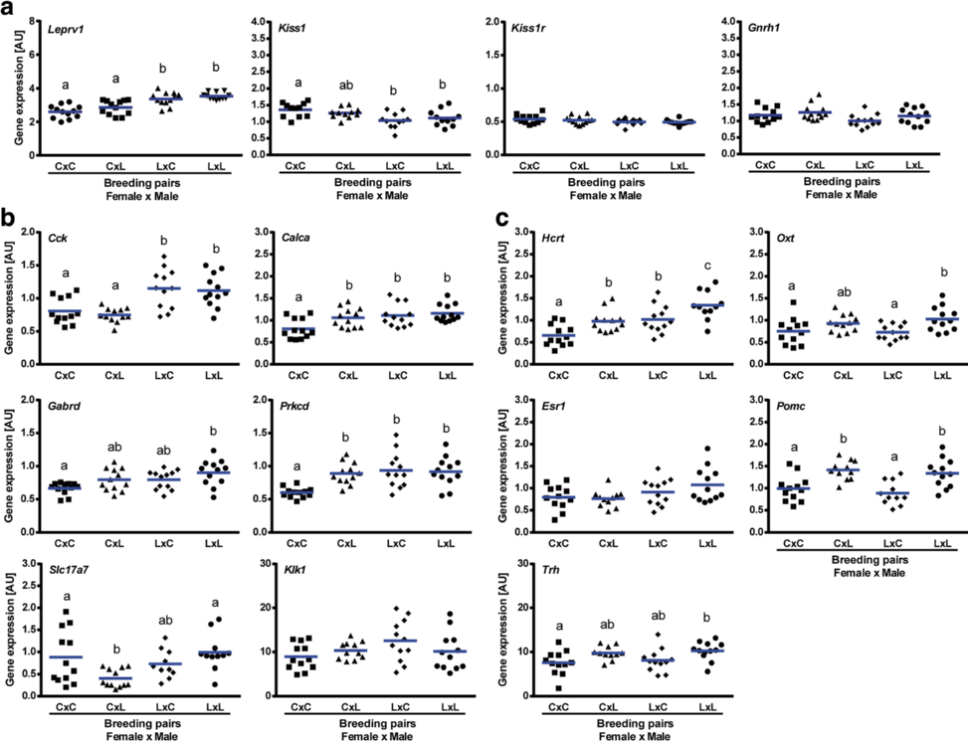
Molecular changes in the hypothalami of 21-day old male F2 progeny. **a** Expression pattern of Kisspeptin-signaling related genes. Genes showing increased **b** and decreased **c** expression in the hypothalami of F1 undernourished neonates were tested in F2 males. Expression levels are presented relative to *Ppib* expression (arbitrary units (AU)). Means with different superscripts differ significantly (statistical significance was calculated by *One-way ANOVA*; *n* = 12/breeding protocol (CxC, CxL, LxC, LxL)). C – CON (F1 control progeny), L – LUN (F1 progeny undernourished during lactation)

Amongst genes upregulated in the hypothalamus of F1 undernourished progeny only *Cck* and *Gabrd* showed increased expression either in both or only one out of LxC and LxL F2 progeny (Figs. 8b and 9b). Levels of *Cck* were significantly higher in both LxC and LxL males (vs. CxC, *P* < 0.01) and only LxC females (vs. CxC, *P* < 0.05). Upregulated expression of *Gabrd* was observed in both LxL females and males (vs. CxC, *P* < 0.01). Interestingly, the lowest expression of *Slc17a7* was observed in CxL mice regardless of sex (vs. CxC, *P* < 0.05). Despite a similar pattern of *Calca* and *Prkcd* expression in hypothalami of CxL, LxC and LxL males (vs. CxC, *P* < 0.05 and *P* < 0.01, respectively) it was maintained constant (*Calca*) or slightly regulated in F2 females (*Prkcd*; CxL vs. CxC and LxC, *P* < 0.01 and *P* < 0.05, respectively). Our data showed no differences in *Klk1* levels between breeding protocols irrespective of breeding protocol.

In addition, genes showing decreased expression in hypothalami of undernourished F1 progeny were tested in F2 animals (Figs. 8c and 9c). Noteworthy, sex specific patterns of *Hcrt* expression was observed in F2 progeny, with decreased levels in CxL and LxL females (vs. CxC, *P* < 0.01 and *P* < 0.0001, respectively) and increased in CxL, LxC, and LxL males (vs. CxC, *P* < 0.05, *P* < 0.01 and *P* < 0.0001, respectively). While *Oxt* and *Pomc* mRNA expression was maintained low in LxL females (vs. CxC, *P* < 0.01) it was upregulated in LxL males (vs. CxC, *P* < 0.05). Similarly, increased expression of *Trh* was maintained in LxL F2 progeny regardless of sex (vs. CxC, *P* < 0.05). *Esr1* expression was maintained constant irrespective of breeding protocol.

## Discussion

Undernutrition of lactating mothers perturbs morphological and molecular postnatal development of their progeny. Here, we show that this nutritional perturbation of development extends to the expression of genes responsible for hypothalamic neural circuits controlling reproductive function in offspring of the first (F1) and the following (F2) generation. Dysregulation of kisspeptin- related gene expression in the hypothalamus can be, in part, responsible for delayed puberty attainment in F1 and F2 male and female progeny. Moreover, the analysis of the hypothalamic transcriptome has led to the identification of genetic pathways and functions associated with behavior (e.g. grooming, maternal behavior, and sexual receptivity of female organism), neural networking (e.g. nNOS signaling in neuros, axonal guidance signaling, synaptic long term potentiation, neurotransmission) and endocrine function (e.g. glucose tolerance, insulin sensitivity, kisspeptin signaling, and steroid hormone production). Upstream regulators analysis revealed that leptin and ligand-depended nuclear receptors, such as androgen and estrogen receptors, can be involved in programming the onset of puberty. Hence, our data strongly suggest that undernutrition during critical stages of development leads to a sex-specific molecular programming of the hypothalamus that is subsequently transmitted to male and female progeny in subsequent generations.

Our morphometric data, registered up to approximately 6–7 weeks after the experimental period of undernutrition during suckling, indicate that the undernourished female and male progeny have not recovered and that their weight is significantly less than those of the controls. Adiposity, measured at 10 and 21 days of age was also much lower in LUN than in CON mice, is in agreement with our previous studies [19]. Engelbregt and co-workers [22] showed that postnatal food restriction, achieved by litter enlargement, led to a significantly lower percentage of fat in female and male progeny at puberty. Maternal undernutrition during pregnancy also affects body composition, as lean and fat masses were significantly reduced in F1 mice exposed to low protein diet *in utero* [23] and absolute amounts of fat were decreased in intrauterine growth restricted females [22]. Interestingly, in our present study body weights and composition of second generation mice, never exposed directly to postnatal undernutrition, were also significantly reduced. This data indicates that presence of a negative energy balance not only affected body composition of the F1 generation, but also that of the phenotype of F2 male and female progeny in sexually dimorphic manner. Although, adiposity was only increased in 10-day old CxL male and female offspring, at weaning body weights were increased for CxL male and female offspring and decreased for LxL females.

Other investigators have previously shown that nutritional stress during early stages of development (mainly intrauterine), including low-protein or energy diet, and high-fat feeding, can affect the onset of puberty and reproductive capacity [18, 24–28]. Frisch and Revelle [29, 30] already in the early 1970 proposed the critical *weight/fat mass hypothesis* suggesting that a weight of 48 kg or 22 % body fat allows puberty to start. Indeed, the timing of the onset of puberty appears to be closely associated with body weight and adiposity in many species. For instance, sufficient levels of fat are essential for initiating puberty in rodents and humans [31, 32]. On the other hand, obesity was shown to perturb various aspects of pubertal development [14] Although both F1 males and females had comparable body weights at puberty, irrespective of nutritional protocol, only females showed a strong correlation between the timing of sexual maturation, i.e. the age at vaginal estrus and body weight. This was not observed in LUN counterparts, which have altered body composition and changed hypothalamic gene expression controlling neural circuits. Although we did not measure adiposity at puberty, it needs to be stressed that our previous studies showed that LUN mice not only maintain lower body weights till adulthood but also reduced fat and lean mass, as well as leptin levels [19]. Interestingly, similar loss of correlation between age at vaginal estrus and body weight was indicted for CxL, LxC and LxL F2 females. Moreover, parental nutritional history seems more likely to be involved in puberty onset programming in F2 generation, since progeny of either both LUN parents or only the LUN mother showed delayed puberty. Thus, our results support a model in which malnutrition experienced during early postnatal development programs the recapitulation of the phenotype in the second generation, having consequences on the age of onset and rate of progression through puberty.

Although the timing of puberty is influenced by several factors including nutrition and adiposity [33] as well as size at birth [34], it also has a strong and obligatory endocrine component. Puberty is triggered by reactivation of the HPG axis which stimulates the release of LH and FSH from the pituitary gland, which in turn induces gonadal maturation [35]. The hypothalamic kisspeptin system has been suggested to play a major role in pubertal activation [36] and kisspeptin neural circuits develop gradually during the first weeks of postnatal life in mice [20]. We found that the induction of genes involved in kisspeptin-signaling, i.e. *Leprv1*, *Stat3*, and *Gnrh1* occurs between 10 and 21 days of age and sex specific patterns are characteristic for *Leprv1* and *Stat3*. Moreover, expression of *Kiss1* in F1 progeny of both sexes showed significant reduction in response to undernourishment during the lactation period, while *Kiss1r* was slightly increased only in 21-day old F1 females. A similar response to fasting was showed in adult animals, in which decreased hypothalamic KISS1 expression was accompanied by lower circulating levels of LH [37]. Nevertheless, increased expression of *Kiss1r* may suggest a kind of compensation mechanism occurring at this time point only in females, leading to upregulation of *Kissr* expression. Interestingly, downregulation of Kiss1 but upregulation of Kiss1r mRNA was observed in fasted prepubertal male and female rats [37]. The hypothalamus is structurally and functionally sexually dimorphic [38]. Sexual differentiation of the hypothalamus is strongly influenced by differential exposure of male and female brains to sex steroid hormones in early life [39]. Interestingly, GnRH neurons do not express most sex steroid hormone receptors [40], thus neural circuits are developed *via* afferent inputs to GnRH neurons and include the action of kisspeptin. Expression of Kiss1 in the arcuate nucleus (ARC) showed apparent sex differences both at birth and during early postnatal life in rodents [41, 42]. This perinatal sex difference in ARC Kiss1 parallels the sex difference in serum gonadotropins at this time, with females having higher FSH and LH than males [42, 43]. Importantly, the effect of neonatal undernutrition on kisspeptin-signaling related genes within the hypothalami, evident in both sexes, persisted over the generations, with similarly reduced *Kiss1* expression in LxC and LxL F2 progeny of both sexes. Sex differences, however, were seen for *Leprv1* (increased in LxC and LxL F2 males)*, Kiss1r* and *Gnrh1* (decreased in LxC and LxL F2 females). It is interesting to note that F2 generation females showed transcriptomic changes at reproductive maturity, but only those generated from both undernourished parents (LxL) showed increased expression of *Leprv1*, *Kiss1*, and *Gnrh1* at diestrus.

The comparative microarray analysis of hypothalamus of 21-day old F1 females revealed more profound transcriptomic changes influencing development of hypothalamus evoked by lactation undernutrition during suckling. We found that several genes involved in nervous system development and function, e.g. *Hcrt* [44], *Oxt* [45], *Esr1* [46], *Pomc* [47], *Trh* [48], *Cck* [49], *Calca* [50], *Gabrd* [51], and *Slc17a7* [52] have similar patterns of expression in LUN F1 males and females. Among them *Oxt*, *Esr1*, and *Gabrd* have known roles in reproductive system development and function, proved by our Ingenuity Knowledge Base search. As mentioned above, careful attention needs to be paid to the steroids and their role in development of neuronal circuity, i.e. negative and positive feedbacks, leading to puberty attainment and influencing subsequent reproductive performance. Although in anteroventral periventricular nucleus and neighboring rostral periventricular nucleus (AVPV/PeN) KISS expressing cells also moderately co-express ESR2, at least in females, ESR1 is believed to be the primary estrogen receptor for upregulating *Kiss1* expression, since estradiol (E2) treatment does not stimulate AVPV/PeN *Kiss1* expression in ESR1 KO mice, but still does it in ESR2 KO mice [53]. In contrast, kisspeptin neurons in the ARC are negatively regulated by E2 in both male and female rodents [53, 54]. Moreover, testosterone can also regulate *Kiss1* expression in the ARC [54] *via* AR, which was detected in over 60 % of Kiss1 expressing cells in the ARC of male mice [53, 54]. Both ligand-depended nuclear receptors, ESRs and AR, were also identified among the upstream transcriptional regulators of molecular programming of hypothalamus in our study. Recently it was suggested that pre-weaning levels of circulating E2 are required to keep the reproductive axis at bay until central inhibitory mechanisms are fully developed, or until the development of hypothalamic circuitry capable of reacting to E2 with both negative and positive feedback responses [55]. Moreover, AVPV/PeN and ARC kisspeptin neurons receive GABAergic synaptic input [56] and GABAergic transmission to ARC kisspeptin neurons is modulated by E2 in female mice [57]. Our observations are thus the first to suggest possible interactions of Esr1, kisspeptin-signaling genes (namely *Kiss1* and *Kiss1r*), and GABAergic transmission to hypothalamic kisspeptin neurons in hypothalamic gene networks, impaired by malnutrition during critical stages of development of F1 offspring. In contrast to F1 males and females, F2 offspring showed sex and parental nutritional history dependent profiles of mRNA expression at 21 days of age. Regardless of sex, similar patterns of expression were seen for *Thr*, *Gabrd*, and *Esr1*, however, *Esr1* was maintained constant in all tested breeding protocols, suggesting different mechanisms associated with programming of hypothalamic neural circuity in F2 offspring.

Among factors regulating onset of puberty leptin is thought to be a permissive neuro-regulatory factor determining onset of puberty in several mammalian species [58]. It synchronizes growth, reproductive maturity and fertility with periods of food availability [59]; post-weaning treatment with leptin accelerates puberty in rodents [60], and leptin in the rat neonate affects hypothalamic maturation [61]. Nevertheless, recent studies have demonstrated that leptin transfers information about metabolic status to kisspeptin neurons indirectly because leptin administration fails to phosphorylate STAT3, a key component of a major intracellular signaling pathway mediating leptin action [62]. Indeed, leptin receptors are located on many neuronal populations in the hypothalamus [63] which can cross-talk with kisspeptin neurons [64, 65]. The power of the mouse model for studies of nutritional programming is that development of white adipose tissue occurs exclusively during the postnatal period, and levels of plasma leptin are almost completely determined by leptin secreted by the inguinal fat [19]. While it is well known that maternal undernutrition or protein deficiency leads to underweight pups at birth and a shift in the leptin surge, we previously showed severely suppressed levels of plasma leptin in pups and adults exposed to undernutrition during the postnatal period [19]. Since in the present study neonatal growth trajectories, including body composition, in F1 progeny under-nourished during lactation began to deviate from those of control pups at the time that coincides with neonatal surge in circulating leptin, this hormone may be a central driver in initiating hypothalamic neural circuity development in newborn pups. Previous results showed that postnatal food restriction, achieved by litter enlargement, leads to altered leptin regulation and hypoleptinemia at puberty [15, 22]. Since attenuation in the development of the neuronal feeding circuitry in the hypothalamus has been proposed to be the basis for the hyperphagic and reproductive phenotypes of leptin deficient *ob/ob* mice [61], the severe suppression of circulating leptin (>90 %) in LUN mice at 10 days of age is expected to have profound impacts on the development of regulatory neuronal circuits regulated by leptin, including the reproductive axis. Leptin involvement in hypothalamic gene networks was also proved in our *in silico* analysis where it was identified as the powerful upstream transcriptional regulators of molecular programming of hypothalamus in F1 female progeny, leading to altered expression of several genes, including *Pomc*, *Kiss1*, *Cck*, CART prepropeptide (*Cartpt*), *Hcrt*, *Trh*, and *Esr1*. It was striking that some of these genes were also affected in F2 female and male progeny never exposed directly to undernutrition and the accompanying leptin deficiency. Similar downregulation of *Kiss1* hypothalamic expression was detected in F2 offspring generated from either lactation undernourished F1 female and control F1 male (LxC) or both undernourished F1 parents (LxL). Other molecular changes occurring in the F2 hypothalamus appeared to be sexually dimorphic and dependent on paternal nutritional history, as opposite expression of *Oxt*, *Pomc* and *Hcrt* was observed in LxL F2 females and males, but only when compared to CxC F2 counterparts.

Besides Kiss1 neurons, other hypothalamic populations may also provide afferent signals on the HPG axis to regulate reproduction. Importantly, ARC POMC neurons comprise a critical metabolic-sensing pathway controlling the reproductive neuroendocrine axis [66]. POMC neurons are well positioned to be a direct target of leptin and insulin, as they express LEPRs [67] and insulin receptors (IRs) [68]. Consequently, POMC neurons as a target of leptin/insulin actions were shown to be important for fertility, as IR/LEPR-POMC KO mice exhibit lengthened reproductive cycles, follicular arrest, hyper-androgenemia, and infertility [69]. Importantly, *Kiss1* expressing cells were shown to communicate with neuropeptide-Y (NPY) and POMC cells, suggesting that these three cell types coordinate brain control of reproduction and metabolic homeostasis [64, 65]. In addition, leptin was shown to inhibit HCRT neurons both directly and indirectly by several GABA-dependent as well as -independent mechanisms [70, 71]. Thus, characteristic hypothalamic expression patterns of *Kiss1*, *Gabrd, Pomc,* and *Hcrt* in F1 undernourished offspring, determined by parental nutritional history and sex specificity in the following F2 generation clearly support the concept that reciprocal connections exist between these factors that are responsible for the developmental programming of hypothalamic circuitry controlling reproductive function in a multigenerational manner.

## Conclusions

In conclusion, the first weeks of postnatal life when neurons send their axonal projections to their target sites are recognized as the second important developmental period for hypothalamic development in rodents [72]. We showed that this early developmental plasticity of hypothalamus leads to transcriptomic changes in hypothalamus when challenged with undernutrition and in consequence change body composition and timing of puberty in F1 generation. This work also demonstrates that malnutrition during critical stages of development leads to sex-specific molecular programming of hypothalamus that is subsequently transmitted to both male and female F2 progeny, defining their phenotype dependent on parental nutrition history. It seems likely that epigenetic mechanism is involved in molecular programming of HPG axis, since histone deacetylases (HDACs) were among potent upstream regulators of the molecular changes occurring in F1 females. Other studies showing: 1) protective effect of leptin against the later obesity *via* changes in promoter methylation of some genes, including the hypothalamic *Pomc* [73] and 2) histone deacetylation and DNA methylation of Kiss1 in AVPV/PeN contributing to sex-specific differences in the neuronal cell number [74] give a rationale for further testing of our hypothesis. These observations open up new roads for the investigation of mechanisms involved in multigenerational molecular programming of the in hypothalamic neural circuits controlling reproductive function in both sexes, including deep investigation of molecular changes in specific hypothalamic nuclei (ARC, AVPV/PeN) having important roles in the control of reproductive function and containing distinct populations of kisspeptin neurons.

## Methods

### Animal care and experimental design

C57BL/6 J breeders were obtained from the Jackson Laboratory (Bar Harbor, Maine, United States) and maintained at Pennington Biomedical Research Center as described (19). Newborn F1 mice were raised from birth to weaning with one of two sets of nutritional conditions (Fig. 1, upper panel): 1) the control condition (CON) had 8 pups per litter and the mother was fed the Breeders Chow diet 5015 (22 kcal % fat) *ad libitum*; 2) for lactation undernutrition condition (LUN) litter size was fixed at 8 pups, but the mother was only fed 50 % of the food (LabDiet 5015) consumed by the control mice the previous 24 hr [19]. After weaning the F1 offspring from the all nutritional conditions were treated the same; from weaning until approx. 8 wks of age mice were fed Purina LabDiet 5053 (11 Kcal % fat) *ad libitum*. From weaning until 8–9 wks of age male and female progeny were housed separately (3–5 mice per pen) for the remainder of the experiment. To generate the second-generation offspring (F2), unrelated nonsibling F1 CON (C) and LUN (L) females (♀) and males (♂) were mated at age 2 months in four combinations: C♀ x C♂, C♀ x L♂, L♀ x C♂, and L♀ x L♂ (Fig. 1, lower panel). Lactating F1 females were not subjected to food restriction. At birth, F2 litters were adjusted to eight pups per dam, and all mice had free access Breeders Chow diet 5015 until weaning. Similarly, from weaning F2 male and females were housed separately (3–5 mice per pen) for the remainder of the experiment and fed Purina LabDiet 5053 *ad libitum*. In F1 generation data were collected from 4 CON and 8 LUN litters. In F2 generation In F2 generation data were collected from at least two litters generated by each breeding pair (CxC, *n* = 6; CxL *n* = 6; LxC, *n* = 6; LxL, *n* = 7). All protocols have been approved by the Pennington Biomedical Research Center’s Institutional Animal Care and Use Committee.

### Tissue processing

Mice were anesthetized with isoflurane until the toe-pinch withdraw reflex and corneal reflex was lost. After cervical dislocation, the brain was removed and placed on an ice-cooled glass plate with the cortex facing down. The hypothalamus was dissected along the following boundaries: laterally 2 mm either side of the third ventricle, 2 mm dorsally from the base of the brain and rostrocaudally from the optic chiasm to the posterior border of the mammillary bodies. Dissected hypothalami were stored at −80 °C until further use.

### Phenotypic assays

#### Body composition

Adiposity was determined from body weight and body composition measurements performed by nuclear magnetic resonance (NMR, Bruker, The Woodlands, Texas, United States) at days 10 and 21 of postnatal development in F1/F2 female and male progeny. Body weights were recorded at birth (day 0), on day 10 and 21 postpartum, and was continued until about day 55 (for F1 females) or 67 (for F1 males) of age.

#### Puberty attainment

The effects of changes in postnatal feeding on the timing of puberty were evaluated in F1/F2 female and male progeny. Age of vaginal opening (VO), vaginal estrous (VE) or balano preputial separation (BPS), as consensus external markers of puberty in female and male rodents, respectively, were monitored daily (08:00 hr) starting from day 23 postpartum. Onset of puberty was defined as the age (in days) in which VO or BPS occurred. Cyclic stages of the ovaries were studied by daily vaginal smears after vaginal opening until about day 55 of age. Body weight at VO, VE and BPS for each nutritional protocol (F1 CON and LUN progeny) and each breeding protocol (F2 CxC, CxL, LxC, and LxL progeny) was assessed to evaluate association between body weight and age at VO, VE and BPS in F1/F2 females and males, respectively.

### Transcriptomic analysis

#### Real-time RT-PCR

Total RNA was isolated from hypothalamus using TRI Reagent and BCP phase separation reagent (Molecular Research Center Inc. Cincinnati, OH, USA). RNA was further purified by using the RNAeasy minikit (QIAGEN, Valencia, CA, USA) and stored at −80 °C in RNase-free water with addition of SUPERase-In (Ambion, Austin, TX, USA) for RNA protection. Quality and quantity of RNA was determined using UV spectrophotometry (Nanodrop) and Agilent 2100 Bioanalyzer (Agilent Technologies, Santa Clara, CA, USA). Quantitative RT-PCR (qRT-PCR) using TaqMan probes and primers (Additional file 12: Table S7) and One-step PCR Master mix (Applied Biosystems, Foster City, CA, USA) was performed with standard curves generated from pooled RNA isolated from the hypothalamus of 10- and 21-day old C57BL/6 J males and females. All the gene expression data were normalized to the level of *PPIB* (Peptidylprolyl Isomerase B = cyclophilin b), the most stable reference gene selected on the basis of NormFinder [75] results.

#### Microarray experiment and differential expression analysis

Total RNA was isolated from hypothalamus of 8 CON and 8 LUN 21-days old F1 females, as described above. RNA with RNA Integrity number ranged 7.9-8.9 (Agilent 2100 Bioanalyzer, Agilent Technologies, Santa Clara, CA) was used for microarray analysis of each individual mouse. Biological replicates were amplified and labeled using the Epicenter TargetAmp Nano-g Biotin-aRNA Labeling Kit for the Illumina system. A total of 750 ng labeled RNA was hybridized to MouseRef-8 v2 BeadChip arrays (Illumina) according to the manufacturer’s protocol. Array data were processed using Illumina GenomeStudio with respect to background subtraction. GeneSpring GX 10 (Agilent Technologies) software was used for further analyses. After array quality control and quantile normalization approx. 16,000 probes were detected. Differentially expressed mRNAs were found by applying fold-change cutoff in either direction at 1.5-fold and threshold *p* < 0.05 corrected with Benjamini-Hochberg false discovery rate. For signaling pathways and molecular functions Ingenuity Pathway Analysis (IPA; http://www.ingenuity.com, accessed April 2015) tool was used. For statistical significance the right-tailed Fisher's exact test using a threshold *p*-value < 0.05 after application of Benjamini-Hochberg method of multiple testing correction was applied. In order to increase clarity of the results: 1) all Canonical Pathways and BioFunctions associated with cancer were removed, and 2) Upstream Analysis involved only genes, RNAs, and proteins. To validate the reliability of the results obtained from the microarray analysis real-time RT-PCR for all genes of interest was performed (Additional file 12: Table S7).

### Statistical analysis

Graphs were created with the GraphPad Prism Software (Version 6.02, GraphPad Software, Inc.; La Jolla, USA). Depending on the experiment data sets were analyzed using two-tailed t test, one-way ANOVA followed by Tukey’s post hoc test or two-way ANOVA followed by Bonferroni’s post hoc test, with age and diet for F1 progeny and age and breeding protocol for F2 progeny as main factors. Linear regression and Pearson correlation coefficients were used to assess associations between body weight and puberty attainment parameters. Differences between the means for all tests were considered statistically significant if *P* < 0.05.

### Data availability

Microarray experiments, described according to MIAME guidelines, have been deposited in the GEO repository (GSE72746).

## Additional files

Additional file 1: Figure S1. Changes in body weight in female (A) and male (B) F1 progeny undernourished (LUN) from birth to weaning at 21 days of age. Body weights were recorded at birth (day 0) by day 55 (for females) or 67 (for males) of age. Asterisks indicate difference between nutritional protocols (*Two-way ANOVA*; ***, *P* < 0.001, ****, *P* < 0.0001). CON – F1 control progeny, LUN – F1 progeny undernourished during lactation. (TIF 1529 kb) Additional file 2: Figure S2. Linear regression analysis establishing association between body weight and age of puberty attainment in F1 progeny undernourished (LUN) from birth to weaning at 21 days of age. (A) Body weight at vaginal opening (VO) and association between body weight and age at VO in female F1 progeny. (B) Body weight at vaginal estrus (VE) and association between body weight and age at VE in female F1 progeny. (C) Body weight at balano preputial separation (BPS) and association between body weight and age at BPS in male F1 progeny. Body weights at VO, VE, and BPS between nutritional protocols were not significant in control (CON) and LUN mice (*t test*; *P* < 0.05). (TIF 1718 kb) Additional file 3: Table S1. Molecular changes in the hypothalami of 10- (D10) and 21-day (D21) old female (A) and male (B) F1 and F2 progeny assessed by real-time RT-PCR. (XLSX 15 kb) Additional file 4: Table S2. List of top 50 genes maintained higher in hypothalami of 21-day old F1 control (CON) vs. undernourished (LUN) females. (DOCX 24 kb) Additional file 5: Table S3. List of top 50 genes maintained lower in hypothalami of 21-day old F1 control (CON) vs. undernourished (LUN) females. (DOCX 23 kb) Additional file 6: Table S4. Top 25 Combined (A) and Single (B) Biofunction Categories enriched with genes showing differential expression in the hypothalamus of control (CON) vs. LUN mice. (XLSX 64 kb) Additional file 7: Table S5. Canonical pathways identified by Ingenuity Pathway Analysis for genes showing differential expression in the hypothalamus of control (CON) vs. LUN mice. Significance for the enrichment of the genes within a particular Canonical pathway was determined by Fisher's exact test right-tailed using the whole database as a reference set (Th = −log(*p*-value) = 1.3). (XLSX 18 kb) Additional file 8: Table S6. Upstream regulators suggested by Ingenuity Pathway Analysis for genes showing differential expression in hypothalamus of control (CON) vs. LUN mice. Ingenuity’s Upstream Regulator Analysis tool predicts upstream regulators from gene expression data based on the literature and compiled in the Ingenuity Knowledge Base. Activation z-score infer the activation state of predicted transcriptional regulator (Th = +/− 1). A Fisher’s exact test *p*-value is calculated to assess the significance of enrichment of the gene expression data for the genes downstream of an upstream regulator. (XLSX 18 kb) Additional file 9: Figure S3. Linear regression analysis establishing association between body weight and age of puberty attainment in female F2 progeny. (A) Body weight at vaginal opening (VO) and association between body weight and age at VO for each breeding protocol (CxC, CxL, LxC, LxL). (B) Body weight at vaginal estrus (VE) and association between body weight and age at VE for each breeding protocol (CxC, CxL, LxC, LxL). Means with different superscripts differ significantly (statistical significance for body weight was calculated by *One-way ANOVA*). C – CON (F1 control progeny), L – LUN (F1 progeny undernourished during lactation). (TIF 1605 kb) Additional file 10: Figure S4. Linear regression analysis establishing associations between body weight and age of puberty attainment in male F2 progeny. Body weight at balano preputial separation (BPS) and association between body weight and age at BPS for each breeding protocol (CxC, CxL, LxC, LxL). Means with different superscripts differ significantly (statistical significance for body weight was calculated by *One-way ANOVA*). C – CON (F1 control progeny), L – LUN (F1 progeny undernourished during lactation). (TIF 1616 kb) Additional file 11: Figure S5. Expression pattern of Kisspeptin-signaling related genes in the hypothalamus of reproductive mature female F2 progeny. Hypothalami were collected in diestrus from 51 ± 0.2-day old females. Expression levels are presented relative to *Ppib* expression (arbitrary units (AU)) for each breeding protocol (CxC, CxL, LxC, LxL). Means with different superscripts differ significantly (statistical significance was calculated by *One-way ANOVA*). C – CON (F1 control progeny), L – LUN (F1 progeny undernourished during lactation). (TIF 1132 kb) Additional file 12: Table S7. Names, primers and probes sequences or assay IDs, RefSeq numbers of genes selected for real-time RT-PCR analysis. (XLSX 13 kb)

# Supplementary material for: Lactation undernutrition leads to multigenerational molecular programming of hypothalamic gene networks controlling reproduction
**Source:** BMC Genomics. 2016 May 4;17:333. doi: 10.1186/s12864-016-2615-4
**Supplement:** Additional file 4: Table S2. — List of top 50 genes maintained higher in hypothalami of 21-day old F1 control (CON) vs. undernourished (LUN) females.

**Table S2. List of top 50 genes maintained higher in hypothalami of 21-day old F1 control (CON) *vs.* undernourished (LUN) females.**

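Most of the tested genes of Table S2, which lists genes with higher expression in CON, were lower in LUN on the arrays, and they include a secreted enzyme, a mitochondrial ribosomal protein and a general transcription factor. Rnase1, a secreted ribonuclease, fell by 0.80 (adjusted p = 0.00118 from limma), Gtf2a1, a general transcription factor, by 0.77 (adjusted p = 0.00159), Serpind1, a protease inhibitor, by 0.72 (adjusted p = 0.00282) and Mrpl15, a mitochondrial ribosomal protein, by 0.64 (adjusted p = 0.000326). Of the 50 genes, 45 could be matched to a named probe and 39 were tested. Of these, 35 were lower in LUN, 28 with an adjusted p under 0.05, and 15 were called, or 21 if any probe of a gene counts. The 4 that were higher by their brightest probe were Ccp110, a centriole protein, with 0.21 (adjusted p = 0.0187), Spag9, a scaffold of kinase signalling, with 0.12 (adjusted p = 0.0432), Zfp329, a zinc finger protein, with 0.18 (adjusted p = 0.116) and Entr1, an endosomal protein, with 0.13 (adjusted p = 0.183). A dimmer probe was called lower in LUN for 3 of them, Ccp110 with -0.88 (adjusted p = 0.00725), Spag9 with -1.12 (adjusted p = 0.0052) and Zfp329 with -1.08 (adjusted p = 0.00127), and Entr1 had 1 probe. The paper chose the genes on these samples, so the tally is not independent evidence.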

*Categorized to Hist2h4 family in IPA.

# Supplementary material for: Lactation undernutrition leads to multigenerational molecular programming of hypothalamic gene networks controlling reproduction
**Source:** BMC Genomics. 2016 May 4;17:333. doi: 10.1186/s12864-016-2615-4
**Supplement:** Additional file 5: Table S3. — List of top 50 genes maintained lower in hypothalami of 21-day old F1 control (CON) vs. undernourished (LUN) females.

**Table S3. List of top 50 genes maintained lower in hypothalami of 21-day old F1 control (CON) *vs.* undernourished (LUN) females.**

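Nearly all tested genes of Table S3, which lists genes with higher expression in LUN, were higher on the arrays too, and they include structural proteins of muscle and epithelia. Vil1, an actin bundler of microvilli, rose by 0.99 (adjusted p = 0.00203 from limma), Synpo2, an actin-binding protein of muscle, by 0.85 (adjusted p = 0.00695) and Myl2, a myosin light chain, by 0.66 (adjusted p = 0.00306). Slc12a8, a membrane transporter, rose by 1.11 (adjusted p = 0.00247), Agap2, a GTPase regulator of neurons, by 1.10 (adjusted p = 0.0051) and Tafa4, a secreted neuronal protein, by 1.00 (adjusted p = 0.00621). Of the 50 genes, 47 could be matched to a named probe and 42 were tested. All but 1 were higher in LUN with an adjusted p under 0.05, and 38 were called, or 39 if any probe of a gene counts. The exception was Rab38, a small GTPase of melanosomes, with -0.03 (adjusted p = 0.879); its other probe, above background on 1 CON and 6 LUN arrays and so not tested, was higher in LUN (exact permutation test, p = 0.00109). As for Table S2, the genes were chosen on these samples.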

*Categorized to KLK3 family in IPA. ^#^Categorized to CCL21 family in IPA. ^ Categorized to CALCB family in IPA.

How the deposited data were processed for this re-analysis (not part of the article)

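The data are 16 Illumina MouseRef-8 v2 arrays of hypothalamic RNA from female F1 mice aged 21 days, 8 CON and 8 LUN, with 1 array per mouse and no pooling. The condition of each array was taken from its deposited label, and arrays are named here by the replicate numbers of those labels. Arrays CON 1 to CON 4 and LUN 1 to LUN 4 were on BeadChip 1 and the others on BeadChip 2. The litter of each mouse is not given in the sources used here; the paper's Methods give 4 CON and 8 LUN litters for the F1 generation, so if this covers the arrays some CON mice shared a litter, and all tests treat mice as independent.

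The authors deposited intensity values as the mean bead signal of each probe from GenomeStudio, and the deposited intensities are not background-subtracted and not normalized between arrays, as their lowest values show. The detection p-value deposited by the authors beside each signal comes from GenomeStudio and compares the signal with the negative controls of the same array. The deposited log2 values were made by the authors by quantile normalization in GeneSpring, and each probe was centred on its median over the 16 arrays.

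From the intensities, background-corrected and quantile-normalized log2 values were computed here with the neqc function of limma 3.58.1 in R 4.3.3, with the background estimated from the detection p-values and an offset of 16. Of 25697 probes, 23978 carried a gene symbol and 1719 did not, and symbols were updated by Entrez ID, which left 16 probes without a match. A probe was tested if its detection p-value was under 0.05 on at least 8 arrays. LUN and CON were compared with the lmFit and eBayes functions of limma with group as the only term, and p-values were adjusted by the Benjamini-Hochberg method over the tested probes. The threshold was an adjusted p under 0.05 with a change of at least 1.5-fold. Words such as rose and fell are used for genes past the adjusted p. A gene was represented by its tested probe with the highest mean. For a gene detected in no array of 1 group, a bound was computed by giving each array of that group the lowest value among its detected probes, or the gene's own value if higher.

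Gene lists were tested with camera at a preset correlation of 0.01, with camera at an estimated correlation and with fry, adjusted over the lists. Camera at the preset correlation passed a median of 5 lists in other splits of the arrays, so its p-values overstate the evidence. The lists were kisspeptin and reproductive axis, hypothalamic neuropeptides, arcuate nucleus, other hypothalamic nuclei, thalamus and red cells and meninges (each as genes named and not named in the paper's tables), habenula, cerebral cortex and hippocampus, striatum, pituitary, choroid plexus, tanycytes and ependyma, endothelium, oligodendrocytes and myelin, oligodendrocyte precursors, astrocytes, microglia, immediate early genes, cell cycle, cholesterol and fatty acid synthesis, glucocorticoid-responsive genes, GABA-A receptor subunits, leptin and insulin signalling, nuclear-retained transcripts and 3 pathways of Table S5. The score of a list on an array was the mean over its genes of the log2 value minus the mean of the gene over 16 arrays. Scores, array measures and single genes near background were compared by a two-sided exact permutation test over the 12870 splits of the arrays into 8 and 8. Correlations were computed within each group, with exact permutation p-values. Other splits of the arrays were examined by 100 splits, the real one included, drawn with the seed 20160504.

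The genes named in the text are those named in the paper, the 12 with the largest rise and the 12 with the largest fall among the called genes that changed the same way on both BeadChips, members of the lists with the largest changes as examples, and the reference gene Hprt. The values in the paper's tables had been seen when this rule was written. Gh and Prl, and the probes of Pik3r1, Stat3, Map1b, Ccp110, Spag9, Zfp329, Neto1, Slc7a14, Lyz2, Foxp2 and Rab38 other than the brightest, were given after their values had been seen.

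The alternatives planned were other filters on detection, median scaling, no normalization between arrays, signals as given with values under 1 set to 1, an offset of 50 above the lowest signal of each array, the deposited log2 values, a t-test, array quality weights, BeadChip as a block, each BeadChip alone, the replicate number as a block, each array left out in turn, other probes for a gene and the median over the genes of a list. Chosen after seeing the data were leaving out CON 4 and CON 8, the score of the thalamic genes not named in the tables as a covariate, and the deposited log2 values with a t-test over all probes. Also set after values had been seen were scores of lists without the genes the paper names, the comparison of folds over the whole of Tables S2 and S3, the test with Gh and Prl as a covariate, the differences of Gh and Prl with 1 array left out, the use of a bound in the test of dilution and the test of dilution with the thalamic covariate.

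The limma step was tested on simulated log2 values of 14870 probes, with 100 probes changed by 1 and 100 others by 0.7. The values were drawn independently for each probe and array. Background correction, normalization, correlation between genes and shared litters were not part of this test. At a log2 change of 1 all 100 were recovered, and at 0.7 there were 97, of which 86 were past 1.5-fold. Over the whole simulation 14 unchanged probes passed the adjusted p, counted with no fold limit. Genes with no named probe, among them Gli2, Gnrh1, Calca and Ppib, and the experiments of the paper other than these arrays were not analysed here.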

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

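The tests chosen only after the result was seen are the scores of lists without the genes named by the paper, the covariate of Gh and Prl, the use of a bound for Pomc in the test of dilution, the thalamic score as a covariate, the test of dilution with it, the differences of Gh and Prl without 1 array and leaving out CON 4 and CON 8.

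A single array stood far from the other 7 of its group in 5 of 130 groups of values, where chance gives about 1 in 20. For the thalamic genes not named in the tables CON 4 had a score of 0.527, and for the habenula, which lies above the thalamus, CON 4 had 0.987. In LUN 7 the choroid plexus genes had a score of 1.69. LUN 8 had 0.189 for endothelial genes and -0.186 for leptin and insulin signalling.

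Genes outside those that the paper names differed between the groups in 6 lists, by the exact permutation test with p-values adjusted over the lists. Cortical and hippocampal genes had a difference in score of 0.207 (adjusted p = 0.0224), with 5 of 8 LUN arrays above every CON array. Camera on these cortical genes did not pass (adjusted p = 0.0869). Red cell genes had -0.429 (adjusted p = 0.0124), with 6 of 8 LUN arrays below every CON array, and genes of meninges and fibroblasts had -0.355 (adjusted p = 0.0124), with 1 of 8. The red cell genes include the beta globins Hbb-bt and Hbb-b2, while the paper names the beta globin Hbb-b1, so this list may not be independent. Astrocyte genes had -0.0952 over 7 genes (adjusted p = 0.0164), proliferation genes -0.21 over 6 genes (adjusted p = 0.0124) and glucocorticoid-responsive genes -0.21 over 11 genes (adjusted p = 0.0131). The thalamic genes not named in the tables missed the threshold in this comparison (adjusted p = 0.0703), as did the neuropeptides, with -0.167 (adjusted p = 0.0713).

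More thalamic tissue in the LUN dissections is a candidate explanation for the rise of thalamic genes. If it were the cause, thalamic genes outside the tables would be higher in LUN and the 2 thalamic lists would move together among mice of 1 group, and both were seen: the score difference was 0.32 (exact permutation test, p = 0.0205) and the mean correlation within groups was 0.82. The correlation was 0.878 in CON (exact permutation test, p = 0.00114, adjusted p = 0.00685 over 6 relations) and 0.761 in LUN (p = 0.0353, adjusted p = 0.106), and 0.674 and 0.853 without the 2 arrays farthest from the rest; by ranks it was 0.905 in CON (adjusted p = 0.0274) and 0.667 in LUN (adjusted p = 0.23). With the thalamic score as a covariate 101 probes were called, 17 of them higher in LUN. A change of these genes within the hypothalamus, from the undernutrition itself, was not tested, and the position on the BeadChip follows the group.

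For the lower Pomc and Kiss1, dilution of hypothalamic transcripts by thalamic tissue may account for a part: the bound of Pomc, which was not above background in LUN, lay 0.269 beyond the median fall of genes of other hypothalamic nuclei, within the interquartile range of 0.448 of that list, and its fitted fall lay 0.611 beyond it, outside that range. With the thalamic score as a covariate Pomc had -0.774 (standard error 0.142, adjusted p = 0.0084 from limma), while 101 probes were called. Kiss1, which the filter on detection leaves out, had -0.49 (standard error 0.121, adjusted p = 0.0429) in a fit of all probes. Both stayed past the threshold, which was the prediction against dilution as the whole difference. A score of 7 genes measures the share of thalamic tissue with error and may correct only in part. Dilution as the whole difference is therefore not excluded. Pituitary tissue in the CON dissections may also account for a part and stays open. The fitted differences of Gh and Prl were -1.34 and -1.11, larger than the -0.96 of Pomc, which met the prediction set beforehand for this cause. Neither passed an exact permutation test (p = 0.102 and p = 0.192). Without CON 1 they were -0.69 and -0.47, under the 1 log2 unit set beforehand as the limit against this cause. Leaving out arrays in this test was added after its result was seen. Cga, the measured gene of the pituitary list, was not part of the prediction. It was lower in LUN by -0.82 (exact permutation test, p = 0.0211), with -0.89 on BeadChip 1 and -0.75 on BeadChip 2, short of the threshold in limma. CON 4 and CON 8 had 5.62 and 5.41, within the 5.03 to 6.56 of the LUN arrays, where the other CON arrays had 6.36 to 7.46. Its difference did not rest on CON 1 alone. With the mean of Gh and Prl as a covariate Pomc had -0.828 (standard error 0.119, adjusted p = 0.00098 from limma), while 175 probes were called. Kiss1 had -0.60 (standard error 0.119, adjusted p = 0.00908) in a fit of all probes. Both stayed past the threshold, but Gh had 10.48 on CON 1 and 8.25 on CON 5 and lay near background on most other arrays. The covariate cannot follow the amount of pituitary tissue there, so pituitary tissue as the whole difference is not excluded. An effect of undernutrition on the neurons stays open and was not tested.

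For the lower red cell genes, more blood in the CON dissections may contribute. It would move endothelial and red cell genes together, and the mean correlation of their scores within groups was -0.128, with -0.246 in CON (exact permutation test, p = 0.567) and -0.011 in LUN (p = 0.979); for the red cell genes named in the tables it was -0.420 and 0.115. Blood cells can stay in vessels in any number, so this decides nothing, and the changes of red cell genes ranged from 0.02 to -1.25 with a median of -0.27 over those not named in the tables. Fewer red cells or reticulocytes in LUN mice was not tested.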

How the results depend on the processing

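The added choices here, made after seeing the data, are leaving out CON 4 and CON 8, the thalamic covariate and the deposited log2 values with a t-test over all probes; the others were planned. With each of the 16 arrays left out in turn, called probes ranged from 174 to 253 and genes from 127 to 175, and probes without a fold limit from 1834 to 2561; list means kept their side of the threshold except cortex and hippocampus, which ranged from 0.169 to 0.235 and passed without LUN 1 (0.23) and without LUN 8 (0.23), and myelin, which ranged from -0.192 to -0.134 and was lost without CON 4 (-0.15), CON 8 (-0.13) and LUN 2 (-0.14). Other filters on detection, the t-test on the same values, array weights and BeadChip as a block left each count within 1.5 times of the values given (probes 193, 187, 229 and 198 without a filter and for the last 3). Without normalization between arrays 495 probes were called, 51 higher and 444 lower, with 362 genes (38 and 324) and 8574 probes without a fold limit; kisspeptin (-0.43), arcuate (-0.42), red cells named (-1.45) and not named (-0.64) and cell cycle (-0.38) lost their call, habenula (0.0654), choroid plexus (0.0349) and GABA-A (0.0251) passed, and cortex (-0.0247) and striatum (-0.14) reversed. Median scaling gave 132 probes and 90 genes lower and 4457 probes without a fold limit; kisspeptin (-0.27), arcuate (-0.26), red cells named (-1.30) and not named (-0.48), myelin (-0.27) and cell cycle (-0.22) lost their call and cortex (0.13) passed. Signals as given called 88 probes (61 higher, 27 lower), 65 genes (47, 18) and 34 genes of the top 50 tables and Fig. 5, where 66 are called otherwise; the offset of 50 called 81 (57, 24), 59 (43, 16) and 31. The deposited log2 values called 384 probes (210, 174) and 246 genes (132, 114), and with a t-test over all probes 308 probes, 153 probes lower and 94 genes lower. BeadChip 1 alone called 7 probes (2, 5), 4 genes (1, 3), 8 probes without a fold limit, 2 genes of the tables and Fig. 5 and 1 of the qRT-PCR genes, with 7 list scores past the test in place of 21, and kisspeptin (-0.19), thalamus not named (0.28), red cells named (-0.79) and not named (-0.23), myelin (-0.13) and cell cycle (-0.11) lost their call; BeadChip 2 alone called 88 probes (34 higher), 63 genes (27, 36), 195 without a fold limit, 27 genes of the tables and Fig. 5, 1 of the qRT-PCR genes and 12 list scores, and each BeadChip alone has 8 arrays. Leaving out CON 4 and CON 8 called 328 probes (236 higher) and 223 genes (158 higher), and kisspeptin (-0.22) and myelin (-0.11) lost their call. The thalamic covariate left 101 probes (17 higher), 61 genes (13 higher), 706 without a fold limit, 22 genes of the tables and Fig. 5 and 2 of the 9 qRT-PCR genes, and kisspeptin (-0.16), arcuate (-0.0847) and other nuclei (-0.14) lost their call. With detection at p under 0.01 the arcuate list (-0.088) and with array weights myelin (-0.15) lost theirs, and with an estimated correlation 0 lists passed where 18 did with the preset one and 18 with fry. Except where fewer arrays or genes were tested, the cause was not tested. Over all alternatives list results kept direction and side of the threshold in 894 cases, lost the call in 27, gained it in 6 and reversed in 2, and named genes kept theirs in 981 cases and lost the call in 105, with 0 reversed. The replicate number is no shared litter or batch by the labels; with it as a block 179 probes and 129 genes were called, 1711 probes without a fold limit, 18 lists and 17 list scores, and the correlation of same-numbered arrays was -0.00, 0.09, 0.04, -0.29, -0.03, 0.10, 0.10 and -0.09, with replicate 6 alone correlating best with its own number. List tests were not run with the t-test, and list scores not with array weights or the covariate. Signal over background limits the genes near it, such as Kiss1, Klk1 and Pomc, to bounds.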

Differences from the paper's values

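The values here are set beside those of the paper at its stated thresholds of an adjusted p under 0.05 and 1.5-fold. The comparison of gene folds covers the whole of Tables S2 and S3 and Esr1, a choice made after seeing the values, as was taking, where every probe of a gene counts, the tested probe nearest to the paper's fold, which leans towards the paper.

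The paper gives 317 differentially expressed genes, and 142 were called here. Of the alternatives set before the data were examined, no normalization between arrays (362) and the deposited log2 values (246) bring the count within 1.5 times of the paper's, and the others do not; leaving out both CON 4 and CON 8, chosen after seeing the values, gave 223. Against the 200 probes called here, the paper's 317 is within that range under median scaling (226), the deposited log2 values (384), array quality weights (229) and with CON 4, CON 8, LUN 4, LUN 5 or LUN 8 left out, and not under the others set beforehand; leaving out both CON 4 and CON 8, chosen after seeing the values, gave 328 probes, and the deposited log2 values with a t-test over all probes, chosen after seeing the values, gave 308 probes, and of 115 genes of the top 50 tables and Fig. 5 with a named probe it did not call 43. The paper gives 165 genes as down-regulated and 152 as up-regulated and does not say there in which group, while its Table 1 and Fig. 5 give up and down for CON against LUN, under which down-regulated genes are those higher in LUN; 56 genes were called lower and 86 higher in LUN here. Read as lower in LUN, the 165 is within 1.5 times of the 114 for the deposited log2 values and not of the other alternatives set beforehand, and the 152, read as higher in LUN, has the deposited log2 values (132), array quality weights (102) and leaving out CON 4, CON 8 or LUN 8 within 1.5 times and the others set beforehand not; of those chosen after seeing the values, leaving out both CON 4 and CON 8 (158) and the deposited log2 values with a t-test (107) are within it. Read the other way, the 165 set against genes higher in LUN is within 1.5 times for the deposited log2 values (132), leaving out CON 4 and, chosen later, leaving out both CON 4 and CON 8 (158), and the 152 set against genes lower in LUN for the deposited log2 values (114), and the others not.

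A fold differed if its direction was the opposite, or if it and the paper's were more than 1.5 times apart and, on the log2 scale, by more than the SD of the arrays within groups. Of 81 genes whose folds could be compared, 46 differed, and the others are within the paper's in this sense. Among those that the paper gives as higher in CON, the paper's fold and the fold here were Tsga10 6.4 and 1.05, Tspan8 4.02 and 1.583, Entr1 3.603 and 1.092 in the opposite direction, Neto1 3.164 and 1.088, Nktr 3.111 and 1.9, Zfp329 3.011 and 1.132 in the opposite direction, Gabpb2 2.947 and 1.808, Mtarc2 2.906 and 1.651, Gatad2b 2.893 and 1.841, Mrpl15 2.619 and 1.557, Ccp110 2.555 and 1.157 in the opposite direction, Commd2 2.546 and 1.449, Pkd2l1 2.453 and 1.446, Pik3r1 2.411 and 1.013, Spag9 2.305 and 1.088 in the opposite direction, Slc43a2 2.276 and 1.184, Cdc5l 2.247 and 1.018, Slc7a14 2.21 and 1.41, Lyz2 2.171 and 1.287, H4c18 2.165 and 1.443, Fbxl21 2.118 and 1.257, Mcm2 2.091 and 1.293, Fbln1 2.088 and 1.368, Scgn 2.073 and 1.208, Mfap4 2.041 and 1.268, Ctnnbl1 1.967 and 1.003. Among those that the paper gives as higher in LUN, the paper's fold and the fold here were Endou 10.697 and 2.274, Shox2 9.968 and 2.56, Vil1 8.655 and 1.992, Synpo2 8.622 and 1.807, Myl2 7.208 and 1.584, Grid2ip 4.613 and 1.82, Usp43 4.602 and 1.649, Srpx2 4.393 and 1.694, Rab38 3.617 and 1.019 in the opposite direction, Wnt9b 3.587 and 2.202, Rasd1 3.347 and 1.75, Bok 3.325 and 1.952, Lef1 3.125 and 1.815, Cwh43 2.966 and 1.884, Scube2 2.777 and 1.587, Scel 2.633 and 1.574, Foxp2 2.346 and 1.45, Eps8l2 2.333 and 1.514, Stk32c 2.29 and 1.427, Otoa 2.223 and 1.376.

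Of the alternatives set before the data were examined, the deposited log2 values bring the fold of 28 genes within the paper's: Tspan8, Nktr, Gabpb2, Mtarc2, Gatad2b, Mrpl15, Commd2, Pkd2l1, H4c18, Fbxl21, Mcm2, Mfap4, Endou, Vil1, Synpo2, Myl2, Grid2ip, Usp43, Wnt9b, Rasd1, Lef1, Cwh43, Scube2, Scel, Foxp2, Eps8l2, Stk32c, Otoa. No normalization between arrays does so for 9: Nktr, Gabpb2, Gatad2b, Slc7a14, Lyz2, H4c18, Mcm2, Fbln1, Mfap4. BeadChip 2 alone does so for 6: Nktr, Gabpb2, Gatad2b, H4c18, Foxp2, Eps8l2. Array quality weights do so for 3: H4c18, Cwh43, Eps8l2. Median scaling does so for 2, Slc7a14 and Fbln1, and BeadChip 1 alone for 2, Fbln1 and Cwh43. Leaving out 1 array does so for Nktr, Gabpb2, Gatad2b and Fbln1 without CON 1, for H4c18 without CON 2, CON 6, CON 7 or LUN 3, for H4c18, Cwh43 and Eps8l2 without CON 4, for Fbln1, Wnt9b, Cwh43 and Eps8l2 without CON 8, for H4c18 and Fbln1 without LUN 2, for H4c18 and Eps8l2 without LUN 4 and for Slc7a14 without LUN 5. With every probe of a gene counted, 7 are within it by a dimmer probe: Neto1 (2.812), Zfp329 (2.11), Ccp110 (1.839), Spag9 (2.174), Slc7a14 (1.733), Lyz2 (1.613), Foxp2 (1.582); the mean of a gene's probes does so for Slc7a14. None of these alternatives does so for Tsga10, Entr1, Pik3r1, Slc43a2, Cdc5l, Scgn, Ctnnbl1, Shox2, Srpx2, Rab38, Bok, and the others set beforehand do so for 0 genes. Of the settings chosen after seeing the values, leaving out both CON 4 and CON 8 does so for 8 (Fbln1, Wnt9b, Bok, Lef1, Cwh43, Scel, Foxp2, Eps8l2), the thalamic covariate for 3 (Gatad2b, Slc7a14, Fbln1), and the deposited log2 values with a t-test for the same 28 as without it. A probe of Pik3r1 near background was 3.08-fold lower in LUN in the deposited log2 values. In the same values Pomc was 11.3-fold and Kiss1 6.475-fold lower in LUN, and Klk1 9.607-fold higher. The paper gives 9.950, 5.225 and 9.607 for them. With signals as given and with the offset of 50, all 46 genes stayed outside the paper's folds, and 18 and 20 other genes came to differ. The size of these folds thus depended on how background and offset were handled.

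Of the 39 tested genes that the paper lists as higher in CON, 35 were so here, and of the 42 tested that it lists as higher in LUN, 41 were. By their brightest probe, Entr1, Zfp329, Ccp110 and Spag9, listed by the paper as higher in CON, were higher in LUN here, by 0.13, 0.18, 0.21 and 0.12 on the log2 scale, and Rab38 is listed as higher in LUN and had -0.03. A dimmer probe of Zfp329 (-1.08), Ccp110 (-0.88) and Spag9 (-1.12) was called in the paper's direction, and a probe of Rab38 that was not tested was higher in LUN (exact permutation test, p = 0.00109).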

Other observations

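The tests chosen only after the result was seen in this part are the comparison of probes of 1 gene, leaving out both CON 4 and CON 8, and the scores of lists without the genes that the paper names.

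Of the genes of astrocytes 3 fell and 1 rose in LUN, and 4 stress hormone targets and 3 myelin genes fell. Aldh1l1, a folate enzyme of astrocytes, fell by 0.26 (standard error 0.05, adjusted p = 0.00235 from limma), and Slc1a3, a glutamate transporter of astrocytes, rose by 0.22 (standard error 0.05, adjusted p = 0.00453). Of 9 measured astrocyte genes, 3 fell and 1 rose (5 and 1 when adjusted over the list alone), and their mean was lower by -0.21 (exact permutation test, p = 0.00016, the smallest possible), with all 8 LUN arrays below every CON array, -0.21 on each BeadChip, and an adjusted p of 0.0156 from camera, 0.0182 with BeadChip as a block and 0.13 with an estimated correlation. Gfap and Aqp4 of this list are in the paper's tables, and without them the mean was -0.10 over 7 genes (exact permutation test, p = 0.00342, adjusted p = 0.0164). Of 12 measured glucocorticoid-responsive genes, 4 fell (6 when adjusted over the list alone): Cdkn1a, Sgk1, a kinase, with -0.45 (adjusted p = 0.024), Fkbp5, a chaperone of the glucocorticoid receptor, with -0.44 (adjusted p = 0.0202) and Nfkbia, an inhibitor of inflammatory signalling, with -0.40 (adjusted p = 0.011). The mean of this list was lower by -0.24 (exact permutation test, p = 0.0014), with -0.25 and -0.23 on the BeadChips and an adjusted p of 0.00482 from camera, 0.00459 with BeadChip as a block and 0.198 with an estimated correlation. Of 10 measured myelin genes, Trf, the iron carrier transferrin, with -0.62 (adjusted p = 0.0015), Cnp, an enzyme of myelin, with -0.25 (adjusted p = 0.0271) and Mag, an adhesion protein of myelin, with -0.18 (adjusted p = 0.0343) fell, also when adjusted over the list alone, and their mean was lower by -0.16 (exact permutation test, p = 0.018), with -0.13 and -0.19 on the BeadChips and an adjusted p of 0.0264 from camera, 0.021 with BeadChip as a block and 0.427 with an estimated correlation, but camera lost the call under median scaling (adjusted p = 0.0532), with array quality weights (0.0666), on BeadChip 1 alone (0.123), without CON 4 (0.0738), CON 8 (0.0726) or LUN 2 (0.0546) and, chosen after seeing the data, without both CON 4 and CON 8 (0.207), and without Trf, which the paper names, the mean was -0.11 over 9 genes (exact permutation test, p = 0.0678, adjusted p = 0.136).

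Other brain regions and cell types were measured by lists of 4 to 8 genes. Nrn1, a growth-promoting protein of neurons, rose by 0.57 (adjusted p = 0.0263 from limma) among 6 measured genes of cortex and hippocampus (2 rose when adjusted over the list alone), whose mean was higher by 0.21 (exact permutation test, p = 0.00559), with 0.25 and 0.17 on the BeadChips and an adjusted p of 0.0869 from camera. Of 6 measured habenula genes, Slc5a7, the choline transporter, fell by 0.38 (adjusted p = 0.0143), and the mean had 0.28 (exact permutation test, p = 0.265), with -0.13 on BeadChip 1 and 0.69 on BeadChip 2 and an adjusted p of 0.626 from camera. None of 6 striatal genes passed the test, with a mean of 0.13 (exact permutation test, p = 0.515), and none of 8 choroid plexus genes, with a mean of 0.25 (p = 0.431). Among 4 genes of tanycytes and ependyma, Fgf10, a growth factor, rose by 0.30 (adjusted p = 0.0185) and Vim, an intermediate filament, fell by 0.26 (adjusted p = 0.0331), with a mean of 0.04 (exact permutation test, p = 0.373). Among 6 endothelial genes Slco1c1, a thyroid hormone transporter, and Tek, a receptor of angiopoietins, both rose by 0.20 (adjusted p = 0.0346 and 0.0318), with a mean of 0.02 (exact permutation test, p = 0.557). None of 5 precursor genes of oligodendrocytes passed the test, with a mean of -0.02 (exact permutation test, p = 0.58). Among 7 microglial genes P2ry12, a purinergic receptor, rose by 0.35 (adjusted p = 0.0147) and C1qb, of the complement, fell by 0.40 (adjusted p = 0.0016), with a mean of -0.04 (exact permutation test, p = 0.43). Among 7 nuclear-retained transcripts Snhg11, a long noncoding RNA, rose by 0.30 (adjusted p = 0.00727) and Nktr and Rbm39, splicing-related proteins, fell, with -0.36 for Rbm39 (adjusted p = 0.00444); the mean was -0.11 (exact permutation test, p = 0.00311), the median 0.01 and the adjusted p of camera 0.977 with a downward direction, and without Nktr, which the paper names, the mean was 0.03 over 6 genes (exact permutation test, p = 0.429). Leaving out 1 array moved 7 of these means by more than 1.5 times: choroid plexus to 0.03 without LUN 7, habenula to 0.16 without LUN 7 and 0.44 without CON 4, striatum to 0.02 without CON 2 and 0.21 without CON 8, tanycytes and ependyma to 0.02 without CON 7 and 0.07 without LUN 5, endothelium to -0.00 without LUN 8 and 0.04 without CON 4, precursors of oligodendrocytes to -0.00 without LUN 6 and -0.03 without LUN 8, and microglia to -0.01 without LUN 1 and -0.06 without CON 4.

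The probes of 1 gene often differed in whether they were called. Of 71 called probes of named genes lower in LUN, 22 had another tested probe of the same gene, and in 18 of these no other probe was called, with a median of -0.77 for the called probes and -0.12 for the others. Of 112 called probes higher in LUN, 48 had another tested probe and in 19 no other was called, with medians of 0.81 and 0.62. The called probes were picked for the size of their change, so a larger median for them follows in part from the choice. The difference between probes was given no p-value. Of the called probes, 17 carried no gene symbol.

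Other splits of the arrays gave lower counts than this comparison, which counts against chance if the mice are independent, and mice that share a litter, as some CON mice do if the paper's 4 CON litters cover the arrays, are not. Of 100 splits of the arrays into 8 and 8, 1, the real one, gave as many as 200 called probes, where the highest other gave 153. The same held for genes, 142 against 101 (1 of 100), for probes without a fold limit, 2231 against 1259 (1 of 100), and for gene lists, 18 against 17 (1 of 100), where the median over the other splits was 5 lists. That median shows that camera with the preset correlation called lists too readily on these arrays, so the count of 18 lists is weak evidence. The split by BeadChip gave 5 probes, 2 genes, 37 probes without a fold limit and 0 lists. The first principal component held 29.5% of the variance, on which the LUN arrays had 7.35 to 16.0, CON 4 had 4.68, CON 8 had 2.97 and the other CON arrays -21.5 to -10.6.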
